# Choosing the right path: enhancement of biologically relevant sets of genes or proteins using pathway structure

**DOI:** 10.1186/gb-2009-10-4-r44

**Published:** 2009-04-24

**Authors:** Reuben Thomas, Julia M Gohlke, Geffrey F Stopper, Frederick M Parham, Christopher J Portier

## Abstract

A method is proposed that finds enriched pathways relevant to a studied condition using the measured molecular data and also the structural information of the pathway viewed as a network of nodes and edges. Tests are performed using simulated data and genomic data sets and the method is compared to two existing approaches. The analysis provided demonstrates the method proposed is very competitive with the current approaches and also provides biologically relevant results.

## Abstract 2

A method is proposed that finds enriched pathways relevant to a studied condition, using molecular and network data.

## Background

Data on the molecular scale obtained under different sampling conditions are becoming increasingly available from platforms like DNA microarrays. Generally, the reason for obtaining molecular data is to use these data to understand the behavior of a system under insult or during perturbations such as occurs following exposure to certain toxicants or when studying the cause and progression of certain diseases. Toxins or diseases will hereafter be commonly referred to as perturbations to the biological system. Genomics is capable of providing information on the gene expression levels for an entire cellular system. When faced with such large amounts of molecular data, there are two options available that can enable one to focus on a small number of interesting sets of genes or proteins. One can cluster the data [1] and use the clusters to identify sets of genes that were significantly affected by the perturbations. This represents an unsupervised approach. Other similar approaches include principal component analysis [2] and self-organizing maps [3].

Alternatively, biologically relevant sets of genes/proteins are deduced to exist *a priori *in the form of biochemical pathways and cytogenetic sets. A supervised approach can be linked with the data to identify these *a priori*-defined sets that are significantly affected by the perturbations seen in the data. The method proposed in this paper is an example of this approach applied to the scenario of distinguishing between two conditions (such as normal patient versus disease patient, or unexposed versus exposed). The data we wish to link to a given set of pathways are assumed to be genomic data such as gene expression levels or the presence of gene polymorphisms known to be associated with diseases.

Supervised approaches for the identification of biologically relevant gene expression sets have typically been identified as 'gene set' or 'pathway enrichment' methods in the literature. Recent years have seen significant work done on proposals for new approaches guided by criticisms and limitations of the existing ones; references [4-8] provide a critical review of the existing methods in terms of their different features, such as the null hypotheses of the underlying statistical tests used and the independence assumption between genes. These reviews essentially inform us that the pathway enrichment methods can be viewed as falling on two sides of a number of different coins. A few of these classifications are given below.

Firstly, methods could be interested in testing either whether the genes in a specific pathway of interest are affected as a result of a treatment (the implied null hypothesis has been referred to as 'self-contained' [4] or denoted as 'Q2' [9]) or whether the genes in the pathway of interest are more affected than the other genes in the system (this implied null hypothesis has been referred to as 'competitive' [4] or as 'class 1, 2, 3' [6] or denoted as 'Q1' [9]). There are of course good reasons for preferring either of these null hypotheses. One would prefer the 'competitive' hypothesis if the treatment had a wide ranging impact on the genes in the system. This could have an undesirable consequence of having randomly chosen (and hence not biologically relevant) sets of genes attaining significance for the 'self-contained' tests; a nice illustration of a case like this is provided in [10]. One could use a 'self-contained' test if the belief is that the treatment had quite a restricted impact on the genes in the system and/or if their only focus is on one or a small number of pathways.

Some of the pathway enrichment methods treat the genes in the system as being independent of each other [7,9,11-22]. Ignoring the gene-gene correlations has been shown to have the effect of elevated false-positive discoveries [4,6]. However, the need to prioritize the different biological pathways with respect to their relevance to the treatment and the lack of a sufficient number of biological replicates (one in some cases) may force the need for this independence assumption. Examples of methods that try to take into account the gene-gene correlations include [6,9,10,23-37].

Pathway enrichment methods can be distinguished by the use or the absence of an explicit gene-wise statistic to measure the gene's association with the treatment in determining a pathway's relevance to the treatment. Examples of gene-wise statistics used include the two-sample *t*-statistic, log of fold change [35], the significance analysis of microarrays (SAM) statistic [25] and the *maxmean *statistic [10]. Methods like those in [24,30,31,34,37,38] treat the problem as a multivariate statistical one and avoid the need for an explicit definition of a gene-wise statistic.

The method proposed in this paper defines versions for both the 'self-contained' and the 'competitive' null hypotheses and utilizes the idea of the *maxmean *statistic [10]. It improves upon the previous methods by its use of structural information present in biochemical pathways. A pathway is said to have structural information if its components can be placed on a network of nodes and edges. For example, a gene set corresponding to a pathway can be viewed to be associated with a network where the nodes represent the gene products (that is, proteins, protein complexes, mRNAs) while the edges represent either signal transfer between the gene products in signaling pathways or the activity of a catalyst between two metabolites in metabolic pathways.

Classic signal transduction pathways, such as the mitogen-activated protein kinase (MAPK) pathways, transduce a large variety of external signals, leading to a wide range of cellular responses, including growth, differentiation, inflammation and apoptosis. In part, the specificity of these pathways is thought to be regulated at the ligand/receptor level (for example, different cells express different receptors and/or ligands). Furthermore, the ultimate response is dictated by the downstream activation of transcription factors. Alternatively, intermediate kinase components are shared by numerous pathways and, in general, do not convey specificity nor do they directly dictate the ultimate response (see [39] for a review). Therefore, we test the value of implementing a Heavy Ends Rule (*HER*) in which the initial and final components of a signaling pathway are given a higher weight than intermediate components.

Signal transduction relies on the sequential activation of components in order to implement an ultimate response. Therefore, we hypothesize that activation of components that are directly connected to each other in a pathway conveys greater significance than activation of components that are not closely connected to each other. Therefore, we also test the implementation of a Distance Rule (*DR*) scoring rule in which genes that are closely connected to each other are given a higher score.

The use of structural information based on an underlying network in an analysis of gene expression data is not new. Similar ideas have been used to identify activated pathways from time profile data (here the attempt was to distinguish between two phenotypes) [40], while structural information of the pathways has been used to enhance the clusters deduced from the gene expression data [41] and to find differentially expressed genes [42]. The study by Draghici *et al*. [43] appears to be the only existing work that incorporates pathway network information to the problem of pathway enrichment. However, this appears to be limited by the need to define an arbitrary cut-off for differential expression, the assumption of independence between genes and the parametric assumption of an exponential distribution for computing the significance.

## Results and discussion

The method proposed in this paper is named 'structurally enhanced pathway enrichment analysis' (*SEPEA*). It is a pathway enrichment method that incorporates the associated network information of the biochemical pathway using two rules, the *HER *and *DR*. *SEPEA *provides three options for null hypothesis testing (*SEPEA_NT1*, *SEPEA_NT2 *and *SEPEA_NT3*) that depend on the goal of the pathway enrichment analysis and the properties of genomic data available. *SEPEA_NT1 *and *SEPEA_NT2 *require multiple array samples per gene and are tests that take into account inherent gene-gene correlations. *SEPEA_NT3 *just requires a summary statistic per gene (that indicates association with the treatment) but assumes that genes are independent of each other. The need for the test *SEPEA_NT3 *is motivated by the fact that there are situations where the data are just not sufficient to estimate gene-gene correlations, such as the case where the only information available is whether a gene is or is not affected by the treatment; analyzing the situation of having a set of gene polymorphisms known to be associated with breast cancer is one such example. *SEPEA_NT1 *and *SEPEA_NT3 *are proposed to be used in situations where the goal is to compare the genes in the pathway of interest to the other genes in the system in terms of their associations with the treatment. *SEPEA_NT2 *is used for analyses involving only the genes in the pathway in relation to the treatment. The main objective of this paper is to demonstrate the utility of incorporating pathway network information in a pathway enrichment analysis. Therefore, comparisons are made with results from corresponding versions of *SEPEA *that do not use the network information - SEPEA_NT1*, SEPEA_NT2* and SEPEA_NT3*. In addition, two literature methods are used for comparison with the results from *SEPEA_NT1 *- gene set enrichment analysis (*GSEA*) [35] and the *maxmean *method [10] - the null hypotheses of *GSEA *and *maxmean *being very similar to *SEPEA_NT1*.

### Motivation for the Heavy Ends Rule score

By giving greater weight to genes whose products are nearest to the terminal gene products of a pathway, the *HER *score gives more weight to genes specific to a particular pathway. This is illustrated in Figure 1, which uses the concept of terminal gene products. They are gene products like either receptors that initiate the pathway activity or transcription factors that are made to initiate transcription as a result of the pathway activity (see Materials and methods for a more mathematical definition). The genes involved in each of the signaling pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database [44] were evaluated for the position of their gene products with respect to the terminal gene products and the total number of signaling pathways that these genes are involved in. It is clear from Figure 1 that genes associated with products that are closer to the terminal gene products are more pathway-specific.

**Figure 1:**
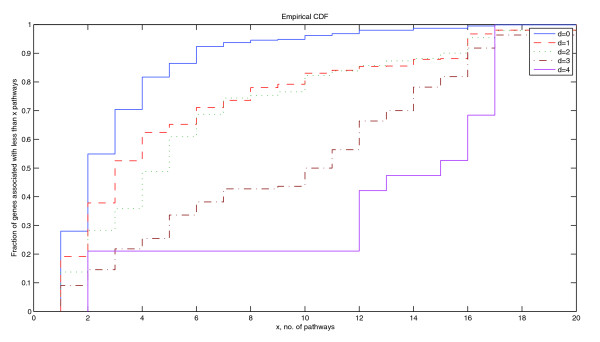
Empirical distribution function of number of pathways associated with genes at given distances from terminal nodes. Empirical cumulative distribution function of the number of pathways that are associated with genes that have gene products located at a given distance, *d *(= 0, 1, 2, 3, 4), from a terminal node of the pathway network. Gene products that are at a distance *d *= 0 are the terminal gene products. The data used were those of all the genes associated with human signaling pathways in the KEGG pathway database [44].

### Justification for the Distance Rule score

To illustrate the utility of the *DR *as a scoring method, we consider the linkage between the full set of pathways in KEGG [44]; that is, the pathways themselves can be viewed to be part of a higher level network, the nodes of which are pathways while the edges indicate the transfer of signal or material between pathways (Figure S1 in Additional data file 2). For example, the MAPK signaling pathway and the p53 signaling pathway can be considered to be linked. It seems reasonable to expect that after perturbation of the system, the affected pathways that are linked are more likely to respond similarly. We test this intuition using different microarray data (from the Gene Expression Omnibus (GEO) database [45] in a statistical test on the above network of pathways. The details are provided in the Materials and methods section. The *P*-values for the eight comparisons (estimated using 1,000 random networks) are given in Table 1. Significant *P*-values across the comparisons support our use of the *DR *as a reasonable score for differentiating between pathways.

**Table 1:** Significance of observed pattern of *DR *scores across all KEGG pathways for different GEO datasets

GEO accession number	Description	*P*-value
[GEO:GDS2744]	MCF-7 breast cancer cells - dioxin treatment versus control	0.005
[GEO:GDS2649](1)	Early HIV infection CD8+T cells versus uninfected	<0.001
[GEO:GDS2649](2)	Chronic HIV infection CD8+T cells versus uninfected	0.001
[GEO:GDS2649](3)	Non-progressive HIV infection CD8+T cells versus uninfected	0.004
[GEO:GDS2852](1)	Bronchial A549 cells - cytokine treatment at 0 h versus control	0.001
[GEO:GDS2852](2)	Bronchial A549 cells - cytokine treatment at 4 h versus control	<0.001
[GEO:GDS2852](3)	Bronchial A549 cells - cytokine treatment at 12 h versus control	<0.001
[GEO:GDS2852](4)	Bronchial A549 cells - cytokine treatment at 24 h versus control	0.016

Different control versus treated conditions in three microarray datasets indicated by the GDS accession numbers [GEO:GDS2744], [GEO:GDS2649] and [GEO:GDS2852] from the GEO database were used [45] to compare the *DR *scores across all the pathways on the pathway network (Figure S1 in Additional data file 2) using the *meta_DR *term in Equation 9. The *P*-value for the significance of *meta_DR *is computed using 1,000 random networks whose generation is described in the Materials and methods section.

### Analysis using simulated data

Simulated data were generated from two pathway networks having different patterns of correlation between the various genes in the pathway, with each network having genes in a pool of genes representing a biological system. The pair of networks and the correlation patterns of genes in the pathway, denoted by pattern numbers, are listed in Table 2. Patterns 1, 2, 3 and 4 have non-zero correlation between a subset of genes in the system. All genes in pattern 5 are assumed to be independent of each other. Patterns 1 and 3 are biased to the scoring rules proposed here whereas patterns 2 and 4 are not. The treatments had the effect of increasing (as given in the variable, *pert*) the expressions of certain genes in the system.

**Table 2:** Simulation conditions for comparing various methods for pathway enrichment

Pattern number	Network	Correlated set (Σ)	Target set (Φ)
1	*Linear*	{*g*_1_,..., *g*_9_}	
2	*Linear*	*U*^*L*^	
3	*ErbbSignaling*		
4	*ErbbSignaling*	*U*^*E*^	
5	*Linear*	Ø	

Different correlation patterns (1-5) considered for the generation of simulated data along with the underlying networks, the set of correlated genes, Σ, and the set of genes that are the targets of the treatment, Φ. *U*^*L *^denotes a uniformly randomly drawn set of nine genes drawn from the set of genes associated with the pathway displayed in Figure 1a. *V*_*41*_^*L *^denotes a set of 41 randomly drawn genes from the set of 470 genes not associated with the pathway displayed in Figure 1a. *U*^*E *^denotes a uniformly randomly drawn set of seven genes drawn from the set of genes associated with the pathway displayed in Figure 1b. *V*_*3*_^*E *^ denotes a set of three randomly drawn genes from the set of 413 genes not associated with the pathway displayed in Figure 1b. Ø denotes the empty set. The symbol ∪ denotes the set union operation.

Table 3 gives estimates of the type 1 errors of the five methods, at the 0.01 and 0.05 significance levels, for patterns 1 and 5. Table 4 gives estimates of the power of the *SEPEA_NT1*, *GSEA *and *SEPEA_NT2 *methods at 0.01 and 0.05 significance levels, for a *pert *value of 1.2 and for patterns 1-4. The empirical sizes of the methods *maxmean *and *SEPEA_NT3 *do not match their nominal sizes. So the results are provided at empirical sizes of 0.07 and 0.05 (corresponding to a nominal size of 0.001 for both cases).

**Table 3:** Type 1 error of different pathway enrichment methods

Pattern number	*A*	*SEPEA_NT1*	*GSEA*	*Maxmean*	*SEPEA_NT2*	*SEPEA_NT3*
1	0.01	8	5	85	13	135
	0.05	36	51	187	44	266
5	0.01	7	12	12	7	15
	0.05	51	45	48	52	53

Type 1 errors (in terms of the number of experiments out of 1,000 that gave *P*-values for the randomization tests below *α *= 0.01 and 0.05 levels) for each of the five methods and for correlation patterns 1 and 5.

**Table 4:** Power of different pathway enrichment methods

Pattern number	*A*	*SEPEA_NT1*	*GSEA*	*Maxmean*	*SEPEA_NT2*	*SEPEA_NT3*
1	0.01 0.05	328 610	188 510	52	357 686	321
2	0.01 0.05	271 505	189 508	37	295 580	39
3	0.01 0.05	344 692	222 496	32	347 712	480
4	0.01 0.05	166 361	212 468	32	157 379	11

Power estimates for the *SEPEA_NT1*, *GSEA *and *SEPEA_NT2 *methods (in terms of the number of experiments out of 1,000 that gave *P*-values for the randomization tests below nominal sizes of *α *= 0.01 and 0.05). The estimates for *maxmean *are given at an empirical size of 0.07 (nominal size of 0.001) and those for *SEPEA_NT3 *at an empirical size of 0.05 (nominal size of 0.001). These are results from simulations in which the treatment resulted in an over-expression of the mean expression of the target genes by the factor *pert *= 1.2. The methods were evaluated on correlation patterns 1-4.

Only patterns 1 and 5 were used to analyze the type 1 error behavior because they represented the two scenarios (presence or absence of gene-gene correlations) where pathway enrichment methods have been shown to have different behaviors [4,10]. Because of the presence of correlations in the data, *SEPEA_NT3 *gives an incorrect type 1 error value for pattern 1 (Table 3). As has been stated previously, in spite of this incorrect behavior, there are situations (like those in which the only information available for each gene is a summary statistic representing the effect of the treatment) where methods like *SEPEA_NT3 *need to be used in order to create relevant hypotheses regarding affected processes due to the treatment. *SEPEA_NT1*, *SEPEA_NT2 *and *GSEA *do maintain the right type 1 error behavior in both the presence and absence of gene-gene correlations. In the presence of gene-gene correlations, the *maxmean *method [10] also does not maintain the appropriate type 1 error behavior. As expected, the power estimates of all three *SEPEA *methods for patterns 1 and 3 were significantly higher (*P *< 0.05, two-sample test of proportions) than those for patterns 2 and 4, respectively. The power estimates for patterns 1 and 3 using *SEPEA_NT1 *were higher than those for *GSEA*, demonstrating improvement in the ability to detect these biologically relevant patterns. For the other two 'not-so-relevant' patterns (2 and 4), *SEPEA_NT1 *was not always more powerful than the *GSEA *method. This loss of power can again be explained by the bias of *SEPEA *to detect conditions favored by the scoring rules. For example, the power estimates of *SEPEA_NT1 *were also higher than those for *GSEA *[35] for pattern 2 whereas this was not the case for pattern 4. At an empirical size of 0.07, *maxmean *does not appear to be competitive with the other methods. *SEPEA_NT1 *also provides a more powerful method than *GSEA *on pattern 1 across a range of perturbation levels and signal to noise levels (Tables S3 and S4 in Additional data file 1). In addition, power results for four other correlation patterns are presented in Table S2 in Additional data file 1.

### Analysis using lung cancer data

The study by Raponi *et al*. [46] analyzes gene expression data taken from 130 lung cancer patients in different stages of the disease. They also provide survival times for each patient. The data are divided into two groups of 85 patients (training set) and 45 patients (test set). This was done such that the proportion of patients in each stage was approximately the same for the two groups. Using these data, the Cox proportional hazards statistic is computed for each gene on the microarray (indicating how predictive it is of the survival time of a patient). The next logical step is then an attempt to find what biochemical pathways are predictive of survival. All of the human KEGG [44] pathways are used in this analysis. The methods used were *SEPEA_NT1*, *GSEA *and *maxmean*. Also, to estimate the value of including information on the network structure, *SEPEA_NT1 *was applied to the data assuming that all the genes in the pathway are given equal weight and the *DR *score is zero. This analysis is denoted by SEPEA_NT1*. The goal of our analysis is to evaluate consistency in choosing 'significant' pathways found using the training set versus the test set. Curves for sensitivity versus '1 - specificity' and positive predictive value versus negative predictive value are obtained by using different cut-offs for the log of the *P*-values obtained using each method; the results are shown in Figure 2. The sensitivity, specificity, positive predictive and negative predictive values for *SEPEA *analyses have better ranges than those for *GSEA *and *maxmean*. For a significant portion of the ranges of sensitivity and specificity for *GSEA *and *maxmean*, the *SEPEA *analyses provide higher sensitivity for a given level of false positives (a point on the '1 - specificity' axis). The same can be said about the portion of the ranges of the positive and negative predictive values of *maxmean *dominated by the *SEPEA *analyses. From the curves for *SEPEA_NT1 *and SEPEA_NT1*, we also observe the benefit of incorporating pathway network information. An updated Figure 2 that also includes results from *SEPEA_NT2 *and *SEPEA_NT3 *is provided as Figure S2 in Additional data file 3.

**Figure 2:**
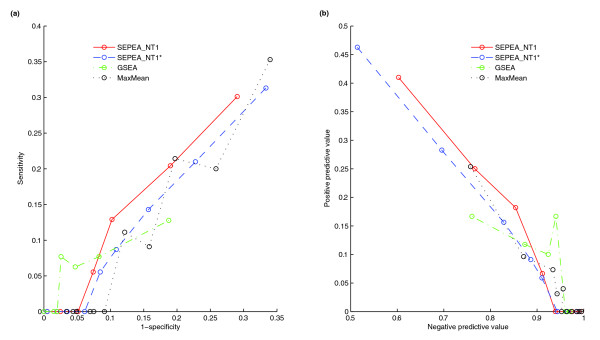
Receiver-operator characteristic and positive predictive power versus negative predictive power plots for lung cancer data. **(a) **Sensitivity versus '1 - specificity' of enriched pathways that are predictive of survival from lung cancer for four methods: *SEPEA_NT1*, SEPEA_NT1*, *GSEA *and *maxmean*. SEPEA_NT1* is the same analysis as *SEPEA_NT1 *except that the pathway network information was not used. **(b) **Positive predictive power (ppp) versus negative predictive power (npp) for the same data and using the same methods of analysis as in (a).

### Analysis using exposure of *Xenopus laevis *to cyclopamine data

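Sonic hedgehog (SHH) is secreted by cells at the posterior edge of the limb bud and patterns the digits. Cyclopamine is a plant steroidal alkaloid that blocks the signal by binding Smoothened, the membrane protein that passes it into the cell. Tadpoles of the frog *X. laevis* at stage 52, when the hindlimb is a bud, were kept for 24 h in water with cyclopamine at 1 μg/ml or with ethanol, its solvent. RNA was pooled from 18 to 22 hindlimb buds per sample. From each pool, 3 μg was hybridized to an Affymetrix array, which gave 4 ethanol and 4 cyclopamine arrays in 4 pairs. Pairs 1 and 2 came from clutch A and pairs 3 and 4 from clutch B. The authors deposited 1 intensity per probe set and array on a linear scale, and how it was computed is not given in the sources used here. The mean intensity without the lowest and highest 2% of probe sets was 500.07 or 500.08 on every array, and the array medians ranged from 191.6 to 221. Of 15491 probe sets that are not controls, 9304 had 1 gene symbol, 195 had several and 5992 had none, so that many probe sets stay unnamed here. Because the array medians differed by 0.206 on the log2 scale, the intensities were quantile-normalized. They were then set to at least 43.7, the 20th percentile of all values, and log2 was taken. Probe sets of the same symbol were averaged. The tests covered 12380 genes or unnamed probe sets above this floor on at least 1 array, 7030 of them with a symbol. *X. laevis* is an allotetraploid, and the endings .L and .S mark the copies of a gene from its long and short chromosome sets. The number of arrays, 4 in each group, limits the precision of every value.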

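In these hindlimb buds, 2 probe sets without a gene symbol passed the test between cyclopamine and ethanol, and no named gene did. Of the named genes with the smallest p, hmgcs1.L, which encodes the HMG-CoA synthase of cholesterol synthesis, had the lowest p among those higher after cyclopamine, with a log2 intensity of 10.89 ± 0.21 after cyclopamine and 9.50 ± 0.38 in ethanol (SD, n = 4 arrays each). This 2.63-fold difference had an adjusted p of 0.191 in limma, of 0.172 with the pair as a block, and of 0.00931 with the clutch as a block. fdps.S and idi1.L, which act later in isoprenoid synthesis, were higher by 0.88 (standard error 0.14) and 0.91 (standard error 0.15) on the log2 scale. scd.S, a fatty acid desaturase, was higher by 0.56 (standard error 0.09). The next genes in this direction were atp6v0d1.L and atp6ap2.S of the vacuolar proton pump, sort1.S, glb1l.L, renbp.L, gnpda2.L, ube2h.L and myoz2.L (at the floor on 3 of 4 ethanol arrays), with log2 fold changes from 0.40 to 0.93. In the other direction, nusap1.S, a spindle protein, had a log2 fold change of −0.88 (standard error 0.11). The cytokinesis gene racgap1.L stood at −0.76 and the cyclin A gene ccna2.S at −0.75. The kinetochore gene ska3.L stood at −0.67, and the condensin genes ncaph.S and ncaph.L at −0.64 and −0.53. e2f7.L, chaf1a.L, gins3.L, poc1a.L, adarb1.L and ell2.S had log2 fold changes from −0.87 to −0.50. Each of these 12 higher and 12 lower genes had the same sign in 4 of 4 pairs, which their choice by smallest p favors. None of them passed an adjusted p under 0.05 in limma without a block. The lowest adjusted p among them was 0.150, for nusap1.S. Of the 2 probe sets that passed, out of 12380 genes or unnamed probe sets, 1 had a log2 fold change of −2.87 (adjusted p = 0.000165 in limma) and was at the floor on 2 of 4 cyclopamine arrays. The other had a log2 fold change of 2.06 (adjusted p = 0.00727 in limma). Without ethanol array 1, 2 or 3, or cyclopamine array 1 or 3, the adjusted p of the higher one was 0.0516 to 0.0625. With the clutch as a block, 4 passed. At an unadjusted p under 0.05, 297 were higher and 480 lower, where 619 are expected by chance. Of the 35 splits of the 8 arrays into groups of 4, 9 gave at least as many, the real one included.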

Enriched KEGG pathways using *SEPEA_NT2 *and SEPEA_NT2* (which is essentially the *SEPEA_NT2 *analysis but does not make use of the network information of the pathways and is identical to the analysis of the Q2 test in [9]) methods were determined for a microarray dataset (see Materials and methods section) examining the consequences of inhibition of Sonic hedgehog (SHH) signaling by cyclopamine treatment of developing *Xenopus laevis *(Tables 5 and 6). Based on the specificity of cyclopamine to inhibit the SHH pathway, we expected to see the SHH signaling pathway significantly enriched; however, the *P*-value for this pathway was not significant using either method (*SEPEA_NT2 *and SEPEA_NT2*). This may be due to the time point at which gene expression was evaluated, which was optimized to evaluate downstream effectors of SHH pathway inhibition. 

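The genes that carry the Hedgehog signal showed no common shift after cyclopamine in the hindlimb buds. smo.L, a copy of the gene of cyclopamine's target Smoothened, had a log2 fold change of −0.04 (standard error 0.33). The other copy, smo.S, was at the floor on 3 of 4 ethanol and 2 of 4 cyclopamine arrays, so that its change cannot be read. Of the GLI transcription factors, which act at the end of the pathway, gli3.L had a log2 fold change of 0.21 (standard error 0.39), gli2.L −0.23 (standard error 0.32) and gli2.S −0.01 (standard error 0.20). The sign of gli2.S changed with the scaling, to 0.05 with the values as deposited and 0.01 with array medians subtracted. Those of smo.L, gli3.L and gli2.L each changed when a single array was left out, for example to 0.22 for smo.L and 0.04 for gli2.L without cyclopamine array 2, and −0.02 for gli3.L without ethanol array 2. gli1.S, whose transcript is induced by the pathway, was at the floor on all 8 arrays, so that its response cannot be read. The ligand genes ihh.S, dhh.L and dhh.S were at the floor on all 8 arrays too. Of 35 measured genes in a list of the KEGG Hedgehog signaling pathway, 2 were higher and 2 lower at an unadjusted p under 0.05. They were shh.L and the kinase gene csnk1a1.S, and the ligand gene bmp2.S and the Hedgehog-binding protein gene hhip.L. None passed in limma, either over all genes or adjusted over the list alone. The median log2 fold change of the list was −0.01, and 0.01 with the values as deposited. Its score, the larger of the mean squared positive and negative t-statistics, had p = 0.229 in an exact permutation test over the 70 assignments of 8 arrays to groups of 4. The score takes no account of the direction of the labels, so that the smallest p it allows is 0.0286. The core list of 10 ligand, receptor and transducer genes also had p = 0.229 in the exact test, and its median (−0.02) and its limma camera direction (higher, adjusted p = 0.950) differ in sign. Without cyclopamine array 4, whose cartilage gene mean was 9.62 against 8.18 to 8.51 on the other cyclopamine arrays, the core list had p = 0.0286 in the exact test.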

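Of a list of limb patterning genes taken as downstream of SHH, none passed the test after 24 h of cyclopamine. The members were not sorted by the direction in which SHH acts on them. The median and shift of the list therefore cannot be read as those of induced targets. hoxd13.S, the homeobox gene of the digit-forming region, had a log2 intensity of 9.84 ± 0.28 after cyclopamine and 10.42 ± 0.29 in ethanol (SD, n = 4 arrays each), and was lower in 4 of 4 pairs. bmp2.S, a ligand gene expressed in the posterior bud, had 7.39 ± 0.31 and 7.98 ± 0.24 in the same order, also lower in 4 of 4 pairs. hand2.S, a posterior transcription factor gene, had a log2 fold change of −0.76 and the cyclin D gene ccnd2.L of −0.67. hand2.S was chosen after its values were seen. msx2.L and dlx5.L, homeobox genes of the limb mesenchyme and its overlying ridge, were higher in 4 of 4 pairs, with log2 fold changes of 0.34 and 0.36. Of the 35 measured genes of this list, 5 were lower and 1 higher at an unadjusted p under 0.05. None passed in limma over all genes or adjusted over the list alone, where the lowest adjusted p was 0.216. The median of the list was −0.09 on the log2 scale. Against all other genes the list was lower with a preset correlation between genes (camera of limma, adjusted p = 0.0240), and the adjusted p was 0.849 with an estimated correlation. Without ethanol array 3 the preset correlation gave an adjusted p of 0.449, and without cyclopamine array 2 one of 0.38. The score of the list had an exact permutation p of 0.114, and one of 0.0286 without cyclopamine array 4.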

Alternatively, this result may also reflect the limitation of the method when using only gene expression datasets, as several components of the SHH pathway, including Hedgehog (Hh) and Patched (PTCH), are known to be regulated at the protein level. 

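At the transcript level, the ligand gene had higher values after cyclopamine, and the receptor gene was too close to the floor to be read. shh.L, the SHH transcript, had a log2 intensity of 8.85 ± 0.19 after cyclopamine and 8.33 ± 0.15 in ethanol (SD, n = 4 arrays each). It was 1.43-fold higher and higher in 4 of 4 pairs, with an adjusted p of 0.526 in limma over all genes. Adjusted in limma over the list alone of 10 Hedgehog ligand, receptor and transducer genes, shh.L had 0.0336 without a block. It had 0.0458 with the clutch as a block and 0.104 with the pair as a block. The call is thus kept with the clutch and lost when the pairs are taken into account. ptch1.S, which encodes the SHH receptor Patched, had 5.61 ± 0.33 and 5.82 ± 0.31 in the same order and was at the floor on 3 cyclopamine arrays and 1 ethanol array. Its log2 fold change of −0.20 (standard error 0.21) is smaller than the spread between arrays. hhip.L, which encodes a Hedgehog-binding membrane protein and is a target of the pathway, was lower in 4 of 4 pairs, at 5.68 ± 0.30 against 6.08 ± 0.12. Its adjusted p in limma was 0.740 over all genes and 0.156 over the list alone. Its probe sets differed, with a log2 fold change of −0.76 for the brighter and −0.04 for the other, which was at the floor on all 4 cyclopamine arrays.

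**Figure D1:**
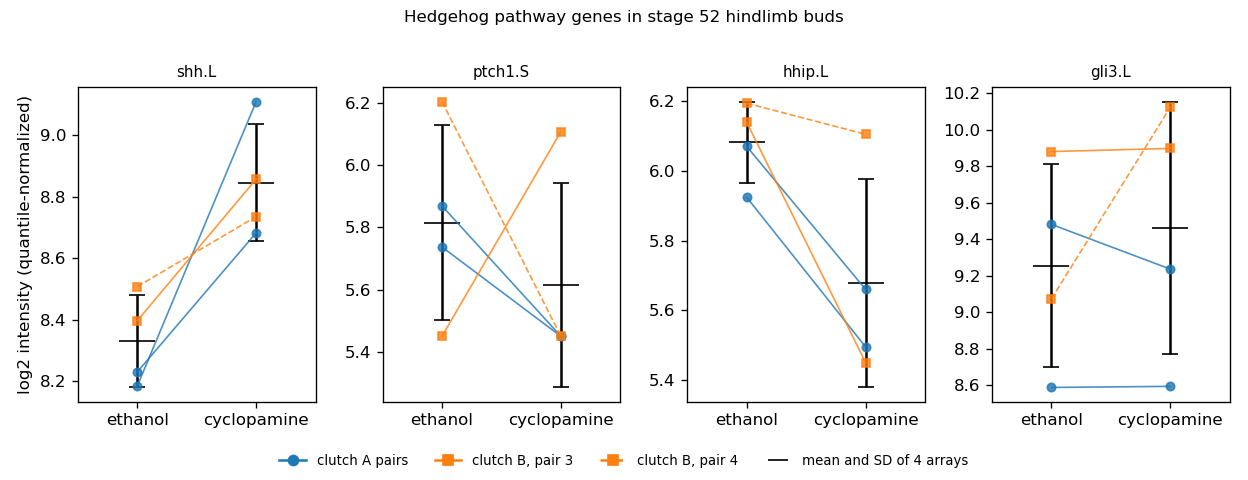
Log2 intensity after quantile normalization of shh.L, ptch1.S, hhip.L and gli3.L in hindlimb buds on 4 ethanol and 4 cyclopamine arrays. Each line joins the arrays of a pair, with circles for clutch A, squares for clutch B and a dashed line for pair 4; black bars give the mean and SD of 4 arrays. shh.L was higher and hhip.L lower in 4 of 4 pairs, and the lowest ptch1.S points lie at the floor.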

Finally, when results obtained using *SEPEA_NT2 *versus SEPEA_NT2* are examined in the context of pathways linked to the SHH pathway (Figure S1 in Additional data file 2), we see that only the MAPK and Proteasome pathways are reachable from the SHH pathway by two and three edges, respectively, suggesting that results from *SEPEA_NT2 *may be more consistent with targets downstream of the SHH pathway. 

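No gene of MAPK signaling passed the test, and the proteasome subunit genes were slightly lower as a group in 3 of 4 pairs. taok2.L and mras.L, a kinase and a small GTPase of the MAPK pathway, were higher in 4 of 4 pairs with log2 fold changes of 0.27 and 0.52, the latter limited by the floor on 2 of 4 ethanol arrays. The filamin gene flnc.L was lower in 4 of 4 pairs at −0.71. The kinase gene pak2.S was lower in 3 of 4 pairs and at the floor on 3 of 4 cyclopamine arrays, so that the size of its change cannot be read. These were 2 higher and 2 lower of 107 measured genes at an unadjusted p under 0.05, and none passed in limma over all genes or adjusted over the list alone. The MAPK list had a median log2 fold change of 0.02 and an exact permutation p of 0.486 for its score without network weights. Of 50 proteasome genes, none was below an unadjusted p of 0.05. The genes with the lowest p in each direction were psma7.L of the core particle at −0.30 (standard error 0.16) and psme3.L of an activator at −0.34 (standard error 0.20), and psmd5.L at 0.09 and psmb9.S at 0.30. The median of the list was −0.20, −0.14, 0.13 and −0.27 in pairs 1 to 4. Its score had an exact permutation p of 0.514. With a preset correlation the list was lower than other genes (camera of limma, adjusted p = 0.00779), and the adjusted p was 0.849 with an estimated correlation. Without ethanol array 1 or 2 or cyclopamine array 4, the preset correlation gave an adjusted p of 0.166, 0.196 or 0.245. The network weights of SEPEA_NT2 were not repeated here. The paper found both pathways enriched with network weights and within reach of the SHH pathway in the network of pathways. From this it proposes that the results of SEPEA_NT2 may fit targets downstream of the SHH pathway better. In Additional data file 4 the values without network weights are 0.993 for MAPK and 0.465 for the proteasome as printed. That column may be offset by 1 row, and moved by 1 row they are 0.067 and 0.072. Both would then pass the paper's cut-off for enrichment without network weights too. This comparison was chosen after the values were seen.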

None of the other pathways listed in Tables 5 and 6 were reachable along the network of pathways (Figure S1 in Additional data file 2) from the SHH pathway. In fact, recent evidence suggests that SHH promotion of proliferation and differentiation in muscle [47] and gastric mucosal cells [48] is through transcription-independent activation of the MAPK/ERK pathway. This analysis suggests benefits of using pathway network information. Additional results from analysis of these data with *SEPEA_NT1*, *SEPEA_NT3*, *GSEA *and *maxmean *are provided in Additional data file 4.

**Table 5:** Enriched *X. laevis *pathways due to cyclopamine treatment using *SEPEA_NT2*

KEGG pathway ID	Pathway description	*P*-value
[path:xla03022]	Basal transcription factors	0.01
[path:xla04010]	MAPK signaling	0.02
[path:xla00460]	Cyanoamino acid metabolism	0.024
[path:xla00550]	Peptidoglycan biosynthesis	0.031
[path:xla02010]	ABC transporters	0.045
[path:xla03050]	Proteasome	0.05
[path:xla00982]	Drug metabolism - cytochrome P450	0.053
[path:xla00830]	Retinol metabolism	0.059
[path:xla04630]	Jak-STAT signaling	0.07
[path:xla04012]	ErbB signaling	0.1

Enriched KEGG [44] pathways (with *P*-value ≤ 0.1) due to cyclopamine treatment of developing *X. laevis*, designed to inhibit SHH signaling, using microarray data from GEO [45] [GEO:GSE8293]. 

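Among the other pathways of Table 5 measured here, few genes had an unadjusted p under 0.05 between cyclopamine and ethanol hindlimb buds. rpe65.S, an enzyme of the retinoid cycle, was lower in 4 of 4 pairs with a log2 fold change of −0.88, limited by the floor on 2 of 4 cyclopamine arrays, and the cytochrome P450 gene cyp2d6.S was higher in 4 of 4 pairs at 0.57. gsto1.S, a glutathione transferase gene counted with drug metabolism by cytochrome P450, had a log2 fold change of −1.39 (standard error 0.29) and was lower in 4 of 4 pairs. When adjusted over the list alone it passed without a block (0.0213) and with the clutch as a block (0.0226), and not with the pair as a block (0.0528). Its adjusted p in limma over all genes was 0.418. Of 31 genes of the basal transcription machinery, 8 had a log2 fold change above 0 and 23 below, and 1 was lower at an unadjusted p under 0.05, gtf2f1.L of TFIIF at −0.34. Against all other genes, this list had an adjusted p of 0.0866 with the preset correlation (camera of limma), one of 0.0223 when array medians were subtracted, a scaling chosen for this test after the data were seen, and the adjusted p was 0.849 with an estimated correlation. In the Jak-STAT list, il6st.S, the shared receptor subunit of IL-6 cytokines, stood at 0.55, with 1 of 4 ethanol arrays at the floor, and the cyclin gene ccnd2.L was lower in 4 of 4 pairs. In the ErbB list the kinase gene pak2.S, also of the MAPK list, was the only member at an unadjusted p under 0.05, and nras.L stood at −0.43, with 1 of 4 cyclopamine arrays at the floor. Apart from gsto1.S no member passed in limma, over all genes or adjusted over the list alone. The exact permutation p of the score without network weights was 0.343 for basal transcription factors (31 genes, median −0.07) and 0.857 for ABC transporters (3 genes, 0.15). It was 0.257 for drug metabolism by cytochrome P450 (16 genes, 0.04) and 0.171 for retinol metabolism (18 genes, −0.06). For Jak-STAT signaling it was 0.486 (41 genes, 0.01) and for ErbB signaling 0.771 (45 genes, 0.02). The mean log2 fold change of both lists was below 0, at −0.002 and −0.02, and so differs in sign from their medians. Pair 4 stood apart for drug metabolism by cytochrome P450, with a median of −0.64 against 0.18 to 0.30 in the other pairs. The lists were written from general knowledge of the pathways, and cyanoamino acid metabolism and peptidoglycan biosynthesis were not analysed here.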

*P*-values were obtained using the *SEPEA_NT2 *analysis with 1,000 randomizations to compute significance.

**Table 6:** Enriched *X. laevis *pathways due to cyclopamine treatment using SEPEA_NT2*

KEGG pathway ID	Pathway description	*P*-value
[path:xla00930]	Caprolactam degradation	0.006
[path:xla03030]	DNA replication	0.011
[path:xla00480]	Glutathione metabolism	0.016
[path:xla00561]	Glycerolipid metabolism	0.023
[path:xla03010]	Ribosome	0.045
[path:xla00982]	Drug metabolism - cytochrome P450	0.057
[path:xla00983]	Drug metabolism - other enzymes	0.057
[path:xla04012]	ErbB signaling	0.067
[path:xla03060]	Protein export	0.072
[path:xla00562]	Inositol phosphate metabolism	0.086
[path:xla04914]	Progesterone-mediated oocyte maturation	0.087
[path:xla04020]	Calcium signaling pathway	0.089

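Genes of DNA replication were lower after cyclopamine in all 4 pairs of hindlimb samples. fen1.S, the flap endonuclease that processes Okazaki fragments, had a log2 fold change of −0.64 (standard error 0.15), and mcm5.L, a subunit of the replicative helicase, one of −0.52 (standard error 0.11). rnaseh1.L had 0.15 (standard error 0.16). Of 34 measured genes of the list, 22 were lower and none was higher at an unadjusted p under 0.05, and 24 were lower in 4 of 4 pairs. None passed in limma over all genes, and 14 were lower when adjusted over the list alone, or 21 with the pair as a block. The median log2 fold change of the list was −0.42, and −0.41, −0.27, −0.36 and −0.72 in pairs 1 to 4. Of 64 genes of progesterone-mediated oocyte maturation, 15 were lower and none higher at an unadjusted p under 0.05. Only ccna2.S passed when adjusted over the list alone (0.0372), none did with the pair as a block (0.0637 for ccna2.S), and none over all genes. With the clutch as a block, ccna2.S and cdk2.S passed over the list alone (0.0343 for each). The leading members, ccna2.S and cdk2.S (−0.69), are genes of the cell cycle. Both lists had an exact permutation p of 0.0286 for the score without network weights, the smallest possible. After Benjamini-Hochberg adjustment over 32 lists it is 0.229. That test takes the 8 arrays as exchangeable, although they form pairs. With labels swapped within pairs, the exact p was 0.125 for both lists, and within clutches 0.0556, in each case the smallest possible. With a preset correlation both were lower than other genes (camera of limma, adjusted p = 5.68e-20 for DNA replication and 9.06e-05 for oocyte maturation), and the adjusted p was 0.229 and 0.295 with an estimated correlation. Without ethanol array 2, 3 or 4, the exact p of the DNA replication score was 0.0571, and that of oocyte maturation reached 0.0857 without ethanol array 4 or cyclopamine array 4 and was 0.0571 without ethanol array 1 or 3. On cyclopamine array 4, the mean of the DNA replication genes was 8.80 against 9.09 to 9.31 on the other cyclopamine arrays. That of epidermal genes was 8.22 against 8.70 to 9.50. The paper's 0.011 for DNA replication and 0.087 for oocyte maturation stand in a column of Additional data file 4 that may be offset by 1 row. Moved by 1 row they are 0.465 and 0.44. Both pathways would then miss the paper's cut-off for enrichment. This comparison was chosen after the values were seen.
Glutathione metabolism had 1 higher and 3 lower of 33 genes at an unadjusted p under 0.05, with pgd.L at 0.56 and rrm1.L at −0.35. 1 of the 3, gsto1.S, passed when adjusted over the list alone (0.044, and 0.0466 with the clutch as a block), and none did with the pair as a block (0.139 for gsto1.S). Its median (0.01) and mean (−0.03) differ in sign, and the exact permutation p of its score was 0.229. The 73 ribosomal protein genes differed little, with a median of 0.00 and rpl4.S at 0.25 as the higher member of lowest p, and had the same exact p of 0.229. In protein export, spcs1.L of the signal peptidase (−0.28) and the chaperone gene hspa5.S (−0.54) were lower at an unadjusted p under 0.05, and the exact p of the score was 0.314 (18 genes, median −0.06). plcb3.L, a phospholipase C gene of both inositol phosphate metabolism and calcium signaling, was higher in 4 of 4 pairs at 0.50. The exact p was 0.629 for inositol phosphate metabolism (23 genes, median 0.10) and 0.600 for calcium signaling (45 genes, median 0.05), in which nos1.L stood at −0.66. It was 0.629 for glycerolipid metabolism (20 genes, median 0.03), with agpat3.L at −0.23, and 0.371 for drug metabolism by other enzymes (12 genes, median −0.04). No member of these last 6 lists passed in limma over all genes or adjusted over the list alone. Caprolactam degradation was not analysed here.

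**Figure D2:**
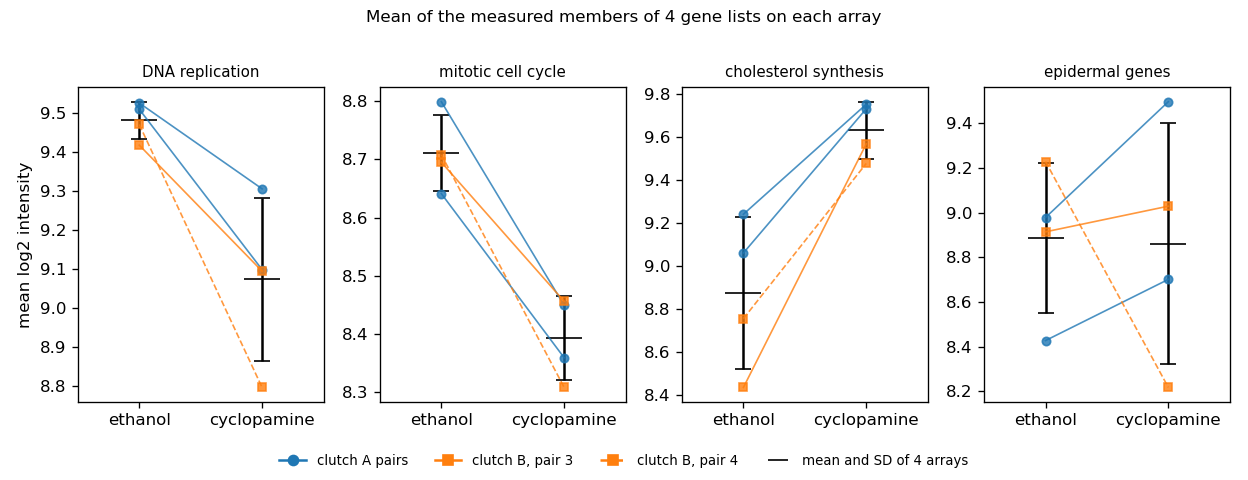
Mean log2 intensity of the measured genes of DNA replication, the mitotic cell cycle, cholesterol synthesis and the epidermis on 4 ethanol and 4 cyclopamine arrays. Each line joins the arrays of a pair, with circles for clutch A, squares for clutch B and a dashed line for pair 4; black bars give the mean and SD of 4 arrays. The DNA replication mean is lower after cyclopamine in each pair, and the epidermal mean is lower in pair 4 and higher in pairs 1 to 3.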

Enriched KEGG [44] pathways (with *P*-value ≤ 0.1) due to cyclopamine treatment of developing *X. laevis*, designed to inhibit SHH signaling, using microarray data from GEO [45] [GEO:GSE8293]. *P*-values were obtained using the SEPEA_NT2* analysis with 1,000 randomizations to compute significance.

### Analysis using OMIM breast cancer data

Genes associated with breast cancer were downloaded from the Online Inheritance in Man (OMIM) database [49]. This group of genes was pruned to include only those genes that participate in a pathway in the KEGG pathway database [44]. The list of genes used is provided in Table S5 in Additional data file 1. The *SEPEA *analysis was used to test whether there is an overabundance of 'important' (as defined by the scoring rules) breast cancer genes in pathways relative to the remaining set of genes that participate in some pathway in the KEGG pathway database [44]. Using these data, *SEPEA_NT3 *and SEPEA_NT3* (which is essentially the *SEPEA_NT3 *analysis but does not make use of the network information of the pathways and is very similar to those used in [7,9,11-22]) was used to find the enriched human pathways associated; the results are given in Table 7. Several of the pathways known to be important for breast cancer initiation and progression are significant using either method, such as the ErbB, p53, and apoptosis pathways. In contrast, the adherens junction, regulation of actin cytoskeleton, cell adhesion molecules, and focal adhesion pathways are significant using *SEPEA_NT3*, but are not considered significant using the SEPEA_NT3* method (*P *≤ 0.05). These pathways, in particular the focal and cell adhesion pathways, all deal with cell to cell communication and are thought to be key modulators of progression and invasion of malignant phenotypic characteristics [50]. In fact, several novel cancer chemotherapy drugs are being designed to specifically act on the focal adhesion pathway and many standard chemotherapy drugs modulate this pathway in conjunction with their primary mode of action [51]. So this analysis again suggests gains in the pathway enrichment analysis when network details of pathways are incorporated in the analysis.

**Table 7:** Enriched human pathways for susceptibility to breast cancer

KEGG pathway ID	Pathway description	SEPEA_NT3	SEPEA_NT3*
[path:hsa04370]	VEGF signaling pathway	1.69E-04	5.14E-04
[path:hsa04662]	B-cell receptor signaling	3.32E-04	3.51E-04
[path:hsa04630]	Jak-STAT signaling	8.91E-04	0.0417
[path:hsa04520]	Adherens junction	0.0014	0.1438
[path:hsa04810]	Regulation of actin cytoskeleton	0.0027	0.0717
[path:hsa04150]	mTOR signaling	0.0047	0.0052
[path:hsa04664]	Fc epsilon RI signaling	0.0081	5.99E-04
[path:hsa04510]	Focal adhesion	0.0103	0.0648
[path:hsa04012]	ErbB signaling	0.0103	8.51E-04
[path:hsa04210]	Apoptosis	0.0108	7.97E-04
[path:hsa03440]	Homologous recombination	0.0147	0.0016
[path:hsa04660]	T cell receptor signaling	0.0182	0.001
[path:hsa04010]	MAPK signaling	0.0183	0.0183
[path:hsa04910]	Insulin signaling	0.0191	0.0032
[path:hsa04514]	Cell adhesion molecules	0.0274	0.2407
[path:hsa04115]	P53 signaling	0.0306	0.0093
[path:hsa04620]	Toll-like receptor signaling pathway	0.0391	0.0193

Enriched KEGG [44] pathways (with *P*-value ≤ 0.05) obtained using genes from the OMIM database [49] that confer susceptibility to breast cancer. *P*-values were obtained using the *SEPEA_NT3 *and SEPEA_NT3* analysis.

## Conclusions

This paper presents a new method that uses biological data in order to find biochemical pathways that are relevant to the different responses of an organism to two different conditions. Biochemical pathways, instead of being treated as just sets of genes, are viewed as a network of interactions between proteins or metabolites. The extensive analysis using simulated and real data clearly demonstrates the utility of incorporating information on the interactions between the genes present in a pathway network.

## Materials and methods

### Notation

Assume there are *m *genes (identified by indices in the set *G *= {1, 2,..., *m*}) in the system and *n *array measurements (*n*_*c *_control and *n*_*t *_treated, *n*_*c *_+ *n*_*t *_= *n*) per gene. We will analyze one particular pathway made up of a subset *m*_*P *_of the *m *genes in the system. Without loss of generality, assume that these genes correspond to the first *m*_*P *_gene indices in *G*. The genes in this pathway are part of an underlying network of their gene products. On the basis of this network, gene *i *of the pathway is assigned a weight *w*_*i *_and a gene pair (*i *and *j*) is assigned two weights *d*_*ij *_(denoting a measure of the distance between these two genes on the network) and *e*_*ij *_(which is equal to 1 for a non-zero value of *d*_*ij*_). Each of the *m *genes is also assigned a value, *t*_*stat*, *k *_for gene *k *capturing the treatment effect on it as found in the observed data. This value obtained under the different null distributions (as defined in the next section) is denoted by *T*_*stat*, *i*_. The two scores, from the Heavy Ends Rule and the Distance Rule are denoted by *HER *and *DR*, respectively. They are a function of *t*_*stat*, *k*_. *HER*_*obs *_and *DR*_*obs *_denote those obtained from the observed experimental data while *HER*_*rand *_and *DR*_*rand *_those obtained from the different null distributions.

### Null hypotheses

Null hypotheses for the three statistical tests performed are given below and share similarities with those stated in [6].

Network test 1 (*NT1*): *T*_*stat*, *i*_, *i *= 1, 2,...*m *are identically distributed (and possibly dependent) with common distribution, *F*_*0 *_corresponding to the lack of association with the treatment, for each gene.

Network test 2 (*NT2*): *T*_*stat*, *i*_, *i *= 1, 2,...*m*_*p *_(only genes in the pathway) are identically distributed (and possibly dependent) with common distribution, *F*_*0 *_corresponding to the lack of association with the treatment, for each gene.

Network test 3 (*NT3*): *T*_*stat*, *i*_, *i *= 1, 2,...*m *are independent and identically distributed with a common distribution, *F *(which can take any form).

In all three hypotheses, *HER*_*obs *_and *DR*_*obs *_are each drawn from the distribution of *HER*_*rand *_and *DR*_*rand*_, respectively.

### Association value computations

For each gene we define by a pair of values (, ) corresponding to the association with the treatment in the context of the observed data. The association of any given gene with treatment is given in terms of the square of the two-sample t-statistic (similar to what has been done in [6,25,35]) and also shares similarities with the *maxmean *statistic defined in [10]. Mathematically:

(1)

(2)

(3)

where ,  are the sample mean gene expression for gene *g*_*i *_of the control and treated data, respectively, ,  are the associated standard deviations, *I*_*NT1 *_is equal to 1 when the *NT1 *test is being used and is equal to zero otherwise,  denotes the position of gene *i *in the sorted (in descending order) list of max(*t*_*stat*, *k*_, 0) over all the *m *genes, and, similarly,  denotes the position of gene *i *in the sorted (in ascending order) list of min(*t*_*stat*, *k*_, 0). *a *and *b *are parameters chosen empirically in order to control for the selection of the pathway with the most significant genes (relative to the other genes in the system). The first terms in the products on the right-hand side of Equation 2 will be called *importance *factors for a gene. These are values between 0 and 1. The functions 'mean' and 'var' refer to the standard definitions of mean and variance. The term *CF *denotes a (competitive) factor that is a measure of difference in the mean of differential expression of the genes in the pathway and that of the other genes in the system. Higher *CF *values indicate higher individual association values for genes in the pathway relative to the other genes and vice versa. Therefore, for similar values for changes in gene expression (*t*_*stat*, *i *_s) the power to detect treatment effect decreases as the *CF *factor decreases (or as more genes in the system are affected as a result of the treatment). For high values of the *CF *factor, parameter *a *controls the (decreasing) *importance *of genes along the sorted list. The parameter *b *provides a much steeper decrease in the *importance *of genes down the sorted list for small values of the *CF *factor.

Here, *t*_*stat*, *i *_is the standard two sample t-statistic. In some instances, the only information of the association of a gene with a treated condition may be just a summary statistic. For example, there are a set of known gene polymorphisms associated with breast cancer; in trying to identify pathways relevant for breast cancer, these genes would then be arbitrarily assigned a *t*_*stat*, *i *_equal to 1 while the other genes would be given values of 0. Note that in these situations, *n*, the number of array measurements per gene, is zero.

### Definition of the scoring rules

The score for linking the observed expression data to a given pathway has two components. The first component is called the Heavy Ends Rule score *HER*_*obs *_and will have a high value when a combination of the more 'important' genes (those associated with gene products close to a terminal of a pathway) is significantly associated with the treated condition. The second component called the Distance Rule score *DR*_*obs *_has a high value when the genes that are significantly associated with the treated condition have their gene products located close together. It is in fact the reciprocal of the weighted average distance between the genes in the network. The weights *w*_*i*_, *d*_*ij *_and *e*_*ij *_are defined in a subsequent section. Each score is defined as the maximum of individual expressions dependent either only on the genes whose expression increased due to the treatment or on the genes whose expression decreased as a result of the treatment. This should make it more robust to detect changes in both scale and location as discussed in [10]. The two scores are defined as:

(4)

For the *DR *score computation, 0/0 is defined to be equal to zero. The scores obtained under the null distributions are denoted by *HER*_*rand *_and *DR*_*rand *_and are defined as in Equation 4 with *t*_*i *_replaced by *T*_*i*_.

### Test statistic and significance evaluation

For each of the three hypotheses (*NT1*, *NT2 *or *NT3*) the test statistic is defined as:

(5)

where mean(*HER*) and std(*HER*) refer to the mean and standard deviation of the *HER *score for the given test and mean(*DR*) and std(*DR*) are those for the *DR *score.

For the *NT1 *and *NT2 *tests, multiple random samples of arrays are taken from the common set of treated and control data (without replacement) and randomly assigned to control or treated groups. For each random sample, the *T*_*stat*, *i*_s are calculated and then *HER*_*rand *_and *DR*_*rand *_are computed. The *NT1 *test requires *T*_*stat*, *i *_to be computed for all the *m *genes while the *NT2 *test requires computation for just the *m*_*P *_genes that are part of the pathway. For the *NT3 *test, multiple random samples of *m*_*P *_*T*_*stat*, *i *_s are drawn from the global set of *m *observed t_*stat*, *i*_.

The estimate of the *P*-value for each of the tests is computed as:

(6)

where *I*(*S*_*i *_≥ *S*_*obs*_) is an indicator function that equals 1 when the i^th ^randomly estimated test statistic value, *S*_*i*_, equals or exceeds the observed value and 0 otherwise. The estimation procedure used for the special case when the data are in the form of a list of differentially expressed genes or a list of genes associated with a disease is provided in Additional data file 1.

The way the significance computations are performed, tests *NT1 *and *NT3 *could be viewed as belonging to the class of 'competitive' hypotheses (as elaborated in the Background section) while *NT2 *could be viewed as a 'self-contained' hypothesis.

The method when applied to each of the three null hypotheses *NT1*, *NT2 *and *NT3 *is denoted by *SEPEA_NT1*, *SEPEA_NT2 *and *SEPEA_NT3*, respectively.

### Generation of simulated data

Data were simulated from two genetic systems (*Linear *(*L*) and *ErbbSignaling *(*E*)) of 500 genes ( and ). Each system had two subnetworks of interest and each subnetwork was assumed to have no interactions with the other subnetwork. The *Linear *network had a set of 30 genes  that were connected in a linear fashion (Figure 3a). A set of 87 genes  in the *ErbbSignaling *network interacted in the same manner as described by the Erbb signaling pathway in the KEGG pathway database [44] (Figure 3b). Pathway enrichment analysis was performed on these two subnetworks.

**Figure 3:**
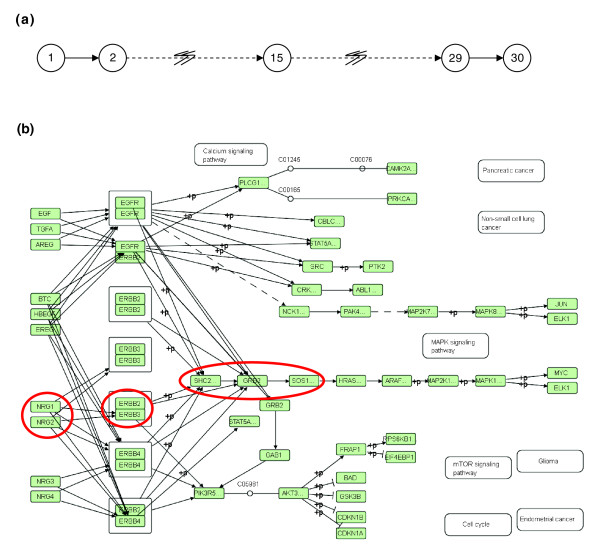
Schematic of networks used to generate simulated data. Illustrative schematic of the two pathways used to generate the simulated data. **(a) **The *Linear *network of 30 nodes/gene products, each of which is associated with one gene. The pair of squiggly lines across some arrows is used to indicate that there are more nodes that are not shown. **(b) **The Erbb signaling pathway from the KEGG pathway database [44]. The expressions of the genes associated with the nodes circled in red are correlated with each other and are the genes that were affected by the treatment.

Each set Λ and *H *had a subset of genes (with indices ), , whose expressions were perfectly correlated with each other (Σ^*L *^had *n*_*corr *_= 0 or 9 genes and Σ^*E *^had *n*_*corr *_= 7 genes). The gene expressions in the complement of each of the sets Σ^*L *^and Σ^*E*^, (Σ^*L*^)^*c *^and (Σ^*E*^)^*c*^, were assumed to be independent of each other even though some of them could be assumed to be known to have gene products that interact with gene products of genes in Σ^*L *^and Σ^*E*^. This could be justified by the fact that the interaction was not at the gene expression level and involved changes in the phosphorylation/binding states of the protein, for example. Let  denote the set of gene indices associated with the proteins circled in Figure 3b, ordered from left to right. The random variable defining the gene expression of gene *g*_*n *_is denoted by *X*_*n*_. Let N(*μ*, *σ*) represent the normal probability distribution with mean *μ *and standard deviation *σ*. Then data for all the 500 genes in each of the two systems were generated for one experiment under control conditions in the following manner:

(7)

Let *Φ* (*Φ*^*L *^and *Φ*^*E*^) denote the set of genes that are direct targets of the treatment. The total number of genes in the system affected by the treatment (that includes the set *Φ*) was chosen to be 50 and 10 for the *Linear *and *ErbbSignaling *networks, respectively. The effect of the treatment was to increase the mean of the expressions of the direct targets by a factor *pert*, *μ*' = *pert*·*μ*. Results from the assignment *pert *= 1.2 are discussed here while those resulting from other assignments are discussed in Table S3 in Additional data file 1. Let *U*^*L *^and *U*^*E *^denote a uniformly random selection of *n*_*corr *_genes from the sets *Λ* and *H*, respectively, let *V*_*n*_^*L *^and *V*_*n*_^*E *^denote sets of *n *genes drawn from the complements of the sets *Λ* and *H*, respectively, and let *Ø* denote the empty set. The details of the different correlation patterns considered here are given in Table 1. Patterns 1 and 3 were the correlation patterns that were favored by the scoring rules described in this paper.

All methods in this paper were coded using the Java programming language. For each combination of correlation pattern and *pert *assignment, 1,000 independent experiments were simulated. Each experiment involved the generation of *n*_*c *_= 5 control samples and *n*_*t *_= 5 treatment samples. For the randomization tests of each method, 1,000 randomizations were chosen. The performance measures chosen were the number of experiments out of the 1,000 performed that resulted in *P*-values for the test (Equation 6) below different chosen significance levels. The methods evaluated were *GSEA *[35], *maxmean *[10], *SEPEA_NT1*, *SEPEA_NT2 *and *SEPEA_NT3*. For the *SEPEA_NT1 *method, the parameters *a *and *b *in Equation 2 were empirically set to equal 2 and 5, respectively. Parameter *a *= 2 provides a quadratic decrease in the *importance *of genes along the sorted list for high values of the *CF *factor (when the mean changes in expression of the genes in the pathway are higher than that of the rest of the genes in the system). In the situation of low values of the *CF *factor, the value *b *= 5 was chosen such that the top 20% of genes in the sorted list approximately receive *importance *in the interval (0.2, 1) while the remaining genes receive weights in the interval (0, 0.2). Results from *GSEA *[35], *maxmean *[10] and *SEPEA_NT1 *are comparable because all test a similar null hypothesis. The main difference between these methods is that while *GSEA *and *maxmean *are blind to the structure of the biochemical pathway, *SEPEA-NT1 *is not.

### Assignment of network weights

The pathway network is represented by a set of nodes/gene products and set of edges between these nodes. The nodes represent gene products such as individual proteins or protein complexes. There is an edge from node/protein *u *to node/protein *v *if *u *transfers the signal it received immediately to *v *(either in the form of increasing the transcription of genes associated with *v*, changing the phosphorylation state of *v*, causing disassociation of *v *from a complex that it is part of) in the case of signaling pathways or that *u *and *v *catalyze two successive reactions in the case of metabolic pathways.

Let  denote the set of *P *nodes of the network and  denote the set of *N *genes associated with the nodes. The number of edges entering node *v*_*i *_is defined as its in-degree and the number of edges leaving *v*_*i *_is defined as its out-degree. We define a node to be a terminal node if either its in-degree or out-degree is zero.

Assume that each edge represents a unit distance between the two nodes that it connects. So if the shortest route between two nodes is via two edges in the pathway network, then the two nodes are said to be 2 units of distance apart. Note the phrase 'distance between a pair of nodes' is used to imply 'shortest distance between this pair', considering that there may be more than one path connecting the two nodes in the pathway network. Let *δ*_*j *_denote the shortest distance of node *v*_*j *_to a terminal node of the pathway. Let *G*(*v*_*i*_, *g*_*a*_) denote the indicator function, which is equal to 1 when gene *g*_*a *_is associated with node *v*_*i *_and is equal to 0 otherwise. The number of genes associated with node *v*_*i *_is denoted by *N*_*i*_. Let *s*_*ij *_denote the distance from node *v*_*i *_to node *v*_*j *_in the network. *s*_*ij *_is assigned a value of 0 either when *i *= *j *or when node *v*_*j *_is unreachable from node *v*_*i*_. Define the positive indicator function, *I*^+^(*x*), which is equal to 1 when *x *is positive and equal to 0 otherwise.

The weights for gene *g*_*a*_, *w*_*a*_, and gene pair (*g*_*a*_, *g*_*b*_), *d*_*ab *_and *e*_*ab*_, are given by:

(8)

The weight *w*_*a *_is defined such that genes associated with nodes closer to the terminal nodes have higher weights than those that are further away. The choice of a linear function to capture the intuition behind the *HER *is arbitrary and other functions will be experimented with as part of future work. The non-zero weights *d*_*ab *_for genes *a *and *b *are smaller if they are associated with gene products that are closer together in the pathway network than for pairs of genes whose gene products are further away.

### Statistical test for Distance Rule justification

Let the total number of pathways (nodes) in the network in Figure S1 in Additional data file 2 be denoted by *N*_*p*_. Denote the distance between pathways *i *and *j *on this pathway network by . Define  to be equal to zero if pathway *j *is not reachable from pathway *i*. Also define variable , which is equal to 1 for all non-zero values of the corresponding  and 0 otherwise. Perturbations to one pathway are transferred across the edges of the network to multiple pathways. Using human microarray data randomly chosen from the GEO database [45], we considered eight comparisons between two conditions (Table 1). For each comparison, the *DR *score was computed (Equation 4) for every human pathway on the network of pathways described above. In order to make the comparison possible across all the pathways, the *DR *scores obtained above using experimental data were normalized with *DR *scores obtained by setting the *T*_*stat*, *i *_values for all the genes equal to 1. Let the normalized *DR *score for pathway *i *be denoted by . A meta score can now be defined on the pathway network as follows:

(9)

Higher values of *meta_DR *would indicate that pathways with higher values of the normalized *DR *scores  are closer to each other. The significance of the obtained *meta_DR *scores are tested using random networks generated by the Markov-chain switching algorithm [52]. The properties of these random networks are that they have the same number of nodes and edges as the original pathway network and the degree sequence among all the nodes is also maintained. These networks differ, however, from the original network due to a number of random edge swaps across the network.

### GeneChip experiments

Cyclopamine powder (11-deoxyjervine; Toronto Research Chemicals Inc., North York, Ontario, Canada) was dissolved in 100% ethanol to a concentration of 5 mg/ml and this stock solution was stored at -20°C. A similar volume of 100% ethanol was stored at -20°C for use in vehicle control exposures. Approximately 200 tadpoles from each of two clutches (designated 'clutch A' and 'clutch B') of the species *Xenopus laevis *were obtained from Nasco Biology (Fort Atkinson, WI, USA) for a total of approximately 400 tadpoles. Animals were raised at an air temperature of 25 ± 1°C in tanks of 9 liters of tap water treated with Stress Coat (Aquarium Pharmaceuticals, Chalfont, PA, USA) and aged 1 day. Each day for three consecutive days, as animals reached stage 52 [53], the population of stage 52 individuals from each clutch was removed from the clutch tanks and divided in half indiscriminately, resulting in four exposure groups per day: a control group for clutch A; an experimental group for clutch A; a control group for clutch B; and an experimental group for clutch B. Each exposure tank had between 10 and 20 individuals, with 150 ml treated water per individual. After sorting into exposure tanks, 30 μl per animal of 5 mg/ml cyclopamine solution was added to all experimental tanks, and 30 μl per animal of 100% ethanol was added to each control tank. After 24 hours of exposure, animals were sacrificed by over-anesthesia with MS222, dried on a paper towel, then put into vials of RNAlater (Ambion, Austin, TX, USA). Vials were kept at 4°C overnight, then moved to -20°C for storage. Both hindlimb buds were dissected off each animal at the base of the limb using surgical scissors, placed in fresh vials of RNAlater, and returned to -20°C for continued storage. RNA extractions were performed using the RNeasy Mini Kit and optional RNase-Free DNase Set (QIAGEN, Valencia, CA, USA), with the following notes: limbs were put into a 1.5 ml microcentrifuge tube, residual RNAlater was pipetted off, and limbs were crushed with a homegenizer in 200 μl buffer RLT, then 300 μl more buffer RLT was added; and elution was carried out with two washes of 50 μl RNase-free water. Extracted total RNA was stored at -80°C and transferred to the WM Keck Foundation Biotechnology Resource Center, Affymetrix Resource Center (Yale University, New Haven, CT), where they were again run through DNase treatment. Four control-experimental pairs of samples were chosen, from a total of 12 pairs, based on quantity and quality of RNA as determined by analysis on an Agilent 2100 Bioanalyzer RNA Nano chip (Agilent Technologies Inc., Santa Clara, CA, USA). Samples in each pairwise comparison were extracted from the same number of limbs, were from the same clutch, were exposed to cyclopamine solution or ethanol on the same day, and their total RNA was extracted in the same batch of extractions. 

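More hindlimb transcripts differed between clutches than between treatments when the arrays of a pair were counted as independent, and pair 4 differed from the others in genes of cartilage and epidermis. With treatment as a covariate, 159 genes or unnamed probe sets differed between clutches at an adjusted p under 0.05 in limma, 66 higher and 93 lower in clutch B. Leaving out single arrays gave 24 to 84, and leaving out the dimmest 33.3% of genes or unnamed probe sets gave 244. No gene passed the test for a response to cyclopamine that differs between clutches, which rests on 2 arrays of each treatment in each clutch (461 at an unadjusted p under 0.05, with 619 expected by chance). Deviations from the group means, correlated across genes that are not independent replicates, gave r = 0.349 for the arrays of pair 1, 0.511 for pair 2, 0.297 for pair 3 and −0.095 for pair 4. Arrays of different pairs of clutch B gave 0.509 (ethanol 3 with cyclopamine 4) and 0.284 (ethanol 4 with cyclopamine 3), while those of clutch A gave 0.199 and −0.186. In pair 4 the median log2 fold change of 10 cartilage genes was 1.53, against −0.24 to 0.03 in pairs 1 to 3. That of 26 epidermal genes was −1.14, against 0.19 to 0.50. The keratin gene krt19.S of that list was lower in 4 of 4 pairs, against the list medians of pairs 1 to 3, with a log2 fold change of −1.12 (standard error 0.53). 12 endothelial genes had medians of −0.19, −0.54, −0.10 and 0.51 in pairs 1 to 4, and over all arrays their median (0.01) and mean (−0.12) differ in sign. The median of 42 skeletal muscle genes was 0.00, 0.50, −0.02 and 0.68. Over all arrays, muscle genes were higher than other genes with a preset correlation (camera of limma, adjusted p = 0.0176), and the adjusted p was 0.849 with an estimated correlation. Without pair 4, an analysis chosen after the data were seen, the adjusted p for muscle was 0.369, while epidermal genes were higher (adjusted p = 4.09e-05) and endothelial genes lower (0.00673), each with the preset correlation. For both lists the adjusted p without pair 4 was 0.808 with an estimated correlation. The exact permutation p of the score over all arrays was 0.514 for cartilage, 0.457 for muscle, 0.943 for epidermis and 0.571 for endothelium. For 14 red blood cell genes it was 0.771 (median −0.09), for 17 nerve and glial genes 0.457 (median 0.01) and for 14 white blood cell genes 0.286 (median 0.05). Of the genes of these tissues, none passed in limma over all genes or adjusted over the list alone.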

The eight chosen samples were each hybridized to an Affymetrix^® ^GeneChip^® ^*Xenopus laevis *Genome Array (Affymetrix, Santa Clara, CA, USA) using 3 μg total RNA. Data have been deposited in the National Center for Biotechnology Information, NCBI GEO with series record ID [GEO:GSE8293].

## Abbreviations

*DR*: Distance Rule; GEO: Gene Expression Omnibus; *GSEA*: gene set enrichment analysis; *HER*: Heavy Ends Rule; KEGG: Kyoto Encyclopedia of Genes and Genomes; MAPK: mitogen-activated protein kinase; *NT*: network test; OMIM: Online Mendelian Inheritance in Man; *SEPEA*: structurally enhanced pathway enrichment analysis; SHH: Sonic hedgehog.

## Authors' contributions

RT and JMG designed and evaluated the research with important suggestions from CJP and FMP. RT implemented the research and drafted the manuscript. GFS performed the *Xenopus laevis *experiments. All the authors read and approved the final manuscript.

## Additional data files

The following additional data are available with the online version of this paper: a Word document that provides a section on a particular estimation of *P*-values and additional tables of results (Additional data file 1); a figure of the network of pathways in the KEGG pathway database [44] (Additional data file 2); a figure that demonstrates the receiver-operator characteristics of the different methodologies used (Additional data file 3); a table with the *P*-values for KEGG [44] pathways after cyclopamine treatment of developing *X. laevis*, designed to inhibit SHH signaling, using microarray data from GEO [45] [GEO:GSE8293] (Additional data file 4).

## Supplementary Material

Additional data file 1 Estimation of *P*-values and additional tables of results. Click here for file

Additional data file 2 The nodes of this network are pathways while the edges indicate the transfer of signal or material between the pathways. Click here for file

Additional data file 3 **(a) **Sensitivity versus '1 - specificity' of enriched pathways that are predictive of survival from lung cancer for the six methods: *SEPEA_NT1*, SEPEA_NT1*, *SEPEA_NT2*, *SEPEA_NT3*, *GSEA *and *maxmean*. SEPEA_NT1* is the same analysis as in *SEPEA_NT1 *except that the pathway network information was not used. **(b) **Positive predictive power (ppp) versus negative predictive power (npp) for the same data and using the same methods of analysis as in (a). Click here for file

Additional data file 4 *P*-values for KEGG [44] pathways after cyclopamine treatment of developing *X. laevis*, designed to inhibit SHH signaling, using microarray data from GEO [45] [GEO:GSE8293]. *P*-values were obtained using *SEPEA_NT1*, *SEPEA_NT2*, *SEPEA_NT3*, *GSEA *and *maxmean *analyses with 1,000 randomizations to compute significance. Click here for file

# Supplementary material for: Choosing the right path: enhancement of biologically relevant sets of genes or proteins using pathway structure
**Source:** Genome Biol. 2009 Apr 24;10(4):R44. doi: 10.1186/gb-2009-10-4-r44
**Supplement:** Additional data file 1 — Estimation of P-values and additional tables of results.

**Estimation of p-value for the *SEPEA_NT3* method using significance list data**

This computation scheme assumes that the data is in the form of a list of differentially expressed genes or a list of genes associated with a disease (of size *nd*). Let there be *m* genes in the system under consideration (e.g. the set of all genes involved in some biochemical pathway on the KEGG pathway database). Assume that the pathway under consideration has *mp* genes associated with it. Let be the random variable denoting the score, which follows the null hypothesis distribution and let *s* be the observed score. Let be the random variable denoting the number of the common genes of a random set of size *nd* with the pathway under consideration.

Then,

The terms in the formula for are the standard binomial coefficients. Each of the terms is estimated using 1000 simulations. For each of these terms, during one of the 1000 simulations, *c* genes are randomly picked from the genes involved in the given pathway network.

**Table S1**: Different correlation patterns (6-8) considered for the generation of simulated data along with the underlying networks, the set of correlated genes, *Σ* and the set of genes that are the targets of the treatment, *Φ* . *UL* denotes a uniformly randomly drawn set of 9 genes drawn from the set of genes associated with the pathway displayed in Figure 4a. *V41L* denotes a set of 41 randomly drawn genes from the set of 470 genes not associated with the pathway displayed in Figure 4a.

| Pattern no. | Network | Correlated set (*Σ*) | Target set (*Φ*) |
| --- | --- | --- | --- |
| 6. | *Linear* | {*g1*,*g12*,*g13*,…,*g17*,*g18,* *g30*} |  |
| 7. | *Linear* | {*g11*,…,*g19*} |  |
| 8. | *Linear* | {*g5*,*g7*,…,*g19*, *g21*} |  |

**Table S2**: Power estimates for the *SEPEA_NT1*, *GSEA*, *SEPEA_NT2* and *Maxmean* (only for pattern 5) methods (in terms of the number of experiments out of a 1000 that gave p-values for the randomization tests below a nominal size, *α* = 0.01 and 0.05 level). The estimates for *Maxmean* (for patterns 6-8) are given at an empirical size of 0.07 (nominal size of 0.001) and for *SEPEA_NT3* are given at an empirical size of 0.05 (nominal size of 0.001). These are results from the simulation in which the treatment resulted in an over-expression of the mean expression of the target genes by a factor, *pert*=1.2. The methods were evaluated on correlation patterns 5-8.

| Pattern no. | *α* | *SEPEA_NT1* | *GSEA* | *Maxmean* | *SEPEA_NT2* | *SEPEA_NT3* |
| --- | --- | --- | --- | --- | --- | --- |
| 5 | 0.01 | 528 | 520 | 391 | 643 | 200 |
| 0.05 | 931 | 952 | 857 | 969 | 395 |
| 6 | 0.01 | 225 | 182 | 29 | 257 | 9 |
| 0.05 | 470 | 529 | 565 |
| 7 | 0.01 | 193 | 196 | 45 | 261 | 15 |
| 0.05 | 457 | 528 | 607 |
| 8 | 0.01 | 121 | 173 | 38 | 141 | 5 |
| 0.05 | 249 | 523 | 291 |

**Table S3**: Variation of power estimates for the *SEPEA_NT1*, *GSEA* and *SEPEA_NT2* methods (in terms of the number of experiments out of a 1000 that gave p-values for the randomization tests below a nominal size *α* = 0.01 and 0.05 level), *Maxmean* at an empirical size of 0.07 (nominal size of 0.001) and *SEPEA_NT3* at an empirical size of 0.05 (nominal size of 0.001)with size of the effect of the treatment, *pert* on the mean of the expressions of the target genes. All results are for the correlation pattern 1.

| Pert level | *Α* | *SEPEA_NT1* | *GSEA* | *Maxmean* | *SEPEA_NT2* | *SEPEA_NT3* |
| --- | --- | --- | --- | --- | --- | --- |
| 1.1 | 0.01 | 82 | 55 | 142 | 83 | 185 |
| 0.05 | 230 | 207 | 251 |
| 1.2 | 0.01 | 328 | 188 | 52 | 357 | 321 |
| 0.05 | 610 | 510 | 686 |
| 1.5 | 0.01 | 886 | 697 | 48 | 880 | 328 |
| 0.05 | 1000 | 995 | 1000 |
| 2 | 0.01 | 943 | 804 | 18 | 912 | 237 |
| 0.05 | 1000 | 1000 | 1000 |
| 3 | 0.01 | 920 | 782 | 18 | 911 | 179 |
| 0.05 | 1000 | 1000 | 1000 |

**Table S4**: Variation of power estimates for *SEPEA_NT1*, *GSEA* and *SEPEA_NT2* methods (in terms of the number of experiments out of a 1000 that gave p-values for the randomization tests below a nominal size *α* = 0.01 and 0.05 level), *Maxmean* at an empirical size of 0.07 (nominal size of 0.001) and *SEPEA_NT3* at an empirical size of 0.05 (nominal size of 0.001) with signal to noise μ/σ of the expressions of all the genes in the network. These are results from the simulation in which the treatment resulted in an over-expression of the mean expression of the target genes by a factor, *pert*=1.2. All results are for the correlation pattern 1.

| *μ/σ* | *Α* | *SEPEA_NT1* | *GSEA* | *Maxmean* | *SEPEA_NT2* | *SEPEA_NT3* |
| --- | --- | --- | --- | --- | --- | --- |
| 10 | 0.01 | 328 | 188 | 52 | 357 | 321 |
| 0.05 | 610 | 510 | 686 |
| 4 | 0.01 | 53 | 34 | 121 | 52 | 163 |
| 0.05 | 161 | 153 | 176 |
| 2 | 0.01 | 18 | 18 | 70 | 16 | 118 |
| 0.05 | 89 | 73 | 88 |

**Table S5**:

OMIM [48] breast cancer genes used in the analysis in the paper

| **NCBI-ID** | **Gene Name** |
| --- | --- |
| 207 | AKT1 |
| 672 | BRCA1 |
| 675 | FANCD1 |
| 999 | CDH1 |
| 3845 | KRAS2 |
| 5290 | PIK3CA |
| 7157 | TP53 |
| 8438 | RAD54L |
| 8493 | PPM1D |

How the deposited data were processed for this re-analysis (not part of the article)

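RNA from hindlimb buds of *X. laevis* tadpoles at stage 52 was measured on 8 Affymetrix Xenopus laevis Genome arrays, 4 after 24 h of ethanol and 4 after 24 h of cyclopamine. Each array holds 1 pool of 18 to 22 limb buds, and the authors chose the pairs by the quantity and quality of their RNA. The arrays form 4 pairs by replicate number, and the paper's methods state that a pair shares its clutch, its day of exposure and its extraction. Pairs 1 and 2 are from clutch A, pairs 3 and 4 from clutch B. The deposited values are intensities on a linear scale, made by the authors and called normalized in the sample labels; the background correction, summarization and normalization behind them are not given in the sources used here. From the values, the mean intensity without the lowest and highest 2% of probe sets was 500.07 or 500.08 on every array. The lowest intensity was 0.3 and the highest 51981.7. Between any 2 arrays, at most 0.219% of probe sets had the same value, so that no array repeats another.

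Of 15611 probe sets, 120 controls were left out. Gene symbols came from the annotation of the array, and 9227 of the 9304 probe sets with 1 symbol were found in a RefSeq gene table of assembly Xenopus_laevis_v10.1, which was used for names only and updated 2 symbols. No coordinates are given, since no genome build is named for the array. Intensities were quantile-normalized because the log2 medians of the arrays differed by more than 0.1, set to at least the 20th percentile of all values, and converted to log2. Probe sets of the same symbol were averaged, with .L and .S copies kept apart, and probe sets with several symbols or none were kept as they are. Of the resulting 13718 genes or unnamed probe sets, 1338 were at the floor on every array and were left out. The precision is limited by the number of arrays.

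Cyclopamine was compared with ethanol with limma 3.58.1 in R 4.3.3 without a block, with Benjamini-Hochberg adjustment and a threshold of 0.05. The clutches were compared with treatment as a covariate, and an interaction term tested whether the response differed between clutches. For 32 lists of genes, a score was computed as the paper describes it without network weights: the larger of the mean squared positive and the mean squared negative t-statistic of the members. Its p is the share of the 70 assignments of 8 arrays to groups of 4 with a score at least as large, an exact permutation test. The side with the larger score was opposite to the sign of the median for the Hedgehog pathway, core Hedgehog, ErbB, drug metabolism by cytochrome P450, glutathione, glycerolipid, ribosome, red blood cell, nerve and glial, and endothelial lists. Camera of limma compared each list with all other genes at a preset correlation of 0.01, adjusted over the lists. 19 lists follow pathways that the paper reports. The others hold Hedgehog ligands, receptors and transducers, limb genes downstream of SHH, cholesterol synthesis, the mitotic cell cycle, stress, thyroid hormone response, and cartilage, muscle, blood, epidermal, nerve and endothelial genes. All lists were written from general knowledge before the data were examined, since the KEGG membership that the paper used was not at hand. The named genes are the 12 in each direction with the largest change among those that passed, filled with those of smallest p, all genes of Hedgehog ligands, Patched, Smoothened, GLI and HHIP, and up to 2 members per direction of each list with the smallest p. Not every gene under this rule is reported here. hand2.S, cyp51a1.L, dhcr7.S, cdt1.L, ube2c.L, plk1.S, sqstm1.L and hspd1.L fall outside it and were chosen after their values were seen.

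Deviations from the group means correlated within pairs 1, 2 and 3 and not within pair 4, and in clutch B they also correlated between arrays of different pairs, so that the correlations do not part pair from clutch; the numbers are taken to pair the samples because the paper's methods state what a pair shares. The alternatives were a pair or clutch block, other scalings, a filter on dim probe sets, other ways of treating several probe sets of a gene, the methods' t-test, other list statistics, and leaving out each array. On simulated data for this comparison, with 200 of 12380 changed in each of 10 simulations, limma called 16% of log2 changes of 0.5, 59% of changes of 1, 91.4% of changes of 2 and 0.0542% of those unchanged. In 10 of 10 simulations, a list shifted by 0.5 had the smallest p of the score, and 4.06% of unshifted lists had a p under 0.05. The simulated genes were independent of each other and the arrays had no pairs or clutches. In the data, the estimated correlation between genes was 0.31 for DNA replication and 0.55 for cholesterol synthesis. The simulated rates therefore need not hold for these lists. The network weights of SEPEA_NT1 and SEPEA_NT2 were not repeated, and the simulations, lung cancer and OMIM parts of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.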

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

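The tests of muscle and cartilage, of stress, of the lists' response by clutch and of the splits that keep pairs whole were chosen after the results were seen. The scaling, signal level and other sample split tests were chosen before their values were seen, although the patterns had been noticed in the same data.

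Lower mitotic and DNA replication genes. The mitotic list, which the paper does not report, had a median log2 fold change of −0.34, and DNA replication genes were lower too. The highest median of both lists under 2 other scalings was −0.307, which argues against the choice of scaling made here as the whole cause. These scalings, like the main one, start from values already normalized by the authors. Their medians over all genes or unnamed probe sets differ little (−0.00698 to 0.0219), so that a larger difference in scaling was not tried. A trend with signal level is argued against too, since the higher percentile among 10000 random lists of matched level was 0. A larger share of muscle and cartilage in the cyclopamine buds may contribute and cannot be told apart: in 1 pair (pair 1) the muscle median was 0 and the cartilage median −0.24 beside a mitotic median of −0.35, but a median at 0 in 1 pair excludes nothing. With an estimated correlation, the adjusted p was 0.112 for the mitotic list and 0.229 for DNA replication. An effect of the treatment itself stays open, untested apart from the comparison with ethanol.

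Higher cholesterol synthesis genes. This list, which the paper does not report, had a median of 0.884. The lower median under 2 other scalings was 0.816, against the choice of scaling made here as the whole cause, with the same limit as above. The percentile among random lists was 100, against a trend with signal level as the whole cause. A general stress response may contribute and cannot be told apart, since the stress list had a median of −0.0368 with 4 members higher and 2 lower at an unadjusted p under 0.05. With an estimated correlation the adjusted p was 0.229. An effect of the treatment itself stays open here too, untested apart from that comparison.

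Of the probe sets without a gene symbol, 1 had a log2 fold change of −2.87 and 1 of 2.06 at an adjusted p under 0.05 in limma. Chance is not excluded for the count of 2, since 2 of the 35 splits of the arrays gave as many and the highest other gave 207. That split follows the clutch, keeps every pair whole and points to a structure of the samples, so that it does not compare like with like. With the clutch as a block the count was 4. Both probe sets also passed with the pair as a block (adjusted p of 0.00557 and 0.0192 in limma). Of the 8 splits that part all 4 pairs, the other 7 gave 0 at an adjusted p under 0.05 in limma. These 8 are too few for a share under 0.05. The other 7 gave at most 694 at an unadjusted p under 0.05 against 777. Over all 35 splits, 9 gave at least 777, the real one included. For the difference between clutches, 1 of 34 splits, the real one, gave as many as 159 and the highest other gave 0. The arrays of a pair share their clutch, day and extraction, so that only the 3 splits that keep every pair whole compare like with like, which is too few for a share under 0.05; the highest other of these gave 0. The bound set for this test on all 34 splits took the arrays as independent, which the design does not give.

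The response of a list differed between clutches by camera of limma with a preset correlation for DNA replication (adjusted p = 0.00383), glutathione metabolism (0.0224), cholesterol synthesis (0.043), cartilage (0.0011), epidermis (4.88e-08) and endothelium (0.0224). With an estimated correlation the adjusted p was 0.925 for each. For all but cholesterol synthesis, pair 3 of clutch B lay near the pairs of clutch A and pair 4 stood apart. In pairs 3 and 4 the median was 0.19 and −1.14 for epidermis, 0.03 and 1.53 for cartilage, and −0.10 and 0.51 for endothelium. It was 0.12 and −0.48 for glutathione metabolism, and −0.36 and −0.72 for DNA replication. For cholesterol synthesis pair 3 stood apart, at 1.33 against 0.59 to 0.75. A difference between clutches thus cannot be told from that of 1 pair.

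In 23 of 332 groups of 4 arrays, 1 array lay far from the others, where about 16.6 are expected by chance at 1 in 20. The gap to the nearest array, as a share of the range of the group, was above the critical value of 0.829 in each. Cyclopamine array 4 held 7 of these, with e2f7.L at 0.905, gins3.L at 0.902, smo.S at 0.859, mcm5.L at 0.921, fen1.S at 0.843, an unnamed probe set at 0.874 and the mean of glycerolipid metabolism at 0.83. Ethanol array 3 held scd.S at 0.829, racgap1.L at 0.831, poc1a.L at 0.849 and rnaseh1.L at 0.971. Ethanol array 4 held adarb1.L at 0.981, chst12.L at 0.838, col9a2.L at 0.866 and the mean of the ribosome list at 0.911. Cyclopamine array 1 held map2k4.L at 0.956, uck1.S at 0.871 and ldb3.S at 0.884. The others were rpl23a.S on ethanol array 1 at 0.84, stard4.L on ethanol array 2 at 0.86, nat1 on cyclopamine array 2 at 0.843, and the means of ErbB signaling on cyclopamine array 2 at 0.884 and of basal transcription factors on cyclopamine array 3 at 0.849. For smo.S, stard4.L and ldb3.S, 1 or 2 arrays of the group were at the floor.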

How the results depend on the processing

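Leaving out pair 4, a clutch block in the list tests and other scalings in the list tests were chosen after the data were seen, and the other alternatives before. Of the log2 fold changes of named genes over all alternatives, 1687 kept their direction and side of the threshold and 30 reversed, 5 were no longer past it and 1 came past it. Of the scores, 587 kept their side of the threshold, 19 were no longer past it and 2 came past it. Of the list shifts, 423 kept direction and side, 46 reversed, 32 were no longer past it and 11 came past it. No gene with a symbol and few lists passed in the main comparison, so that most of these values could hardly change side. The numbers kept therefore say little on how stable the calls are. All 19 scores lost were of DNA replication, oocyte maturation, cholesterol synthesis or the mitotic list. Dim probe sets near the floor limit what can be seen of the Hedgehog genes. The cause of the changes below was not tested, except where fewer arrays or assignments leave a larger smallest p. The count of 2 became 4 with the clutch as a block and 1 by the methods' t-test. By the same t-test on the linear scale, which changes both scale and test, it was 0 (719 at an unadjusted p under 0.05). In limma it was also 0 in clutch A alone (624 at an unadjusted p under 0.05) and in clutch B alone (553). It was 1 to 2 without single arrays. With the replicate block of pairs it was 2, with 1108 at an unadjusted p under 0.05. The clutch count of 159 became 244 without the dimmest 33.3%, and 24 to 84 without single arrays. With the replicate block, labels swapped within pairs, the exact p of the scores of DNA replication, oocyte maturation, cholesterol synthesis and the mitotic list was 0.125, within clutches 0.0556 and without pair 4 0.1, in each case the smallest possible. Adjusted over the list alone, with the pair as a block in limma, a test chosen after the data were seen, shh.L, gsto1.S, dhcr7.S, ube2c.L and, in oocyte maturation, ccna2.S no longer passed, and the counts became 21 for DNA replication, 11 for the mitotic list and 1 for stress, and stayed at 5 for cholesterol synthesis. In the other tests run with it, the block of pairs changed no other call. With an estimated correlation the adjusted p of the list shift was 0.849 for limb genes, proteasome and muscle, 0.229 for DNA replication and cholesterol synthesis, 0.295 for oocyte maturation and 0.112 for the mitotic list. Fry tests whether the genes of a list move one way on balance and does not compare them with other genes. It gave an adjusted p of 0.908 for limb genes, proteasome and muscle, and 0.0626 for DNA replication and cholesterol synthesis. The adjusted p in fry was 0.107 for oocyte maturation, and 0.939 with reversed direction for stress. The mitotic list stayed under an adjusted p of 0.05 in fry without a block, with an unadjusted p of 0.000525. Without pair 4 the adjusted p of the list shift was 0.35 for proteasome, 0.369 for muscle and 0.00673 for endothelium, and with reversed direction 0.422 for core Hedgehog, glutathione and cartilage genes, 0.86 for ErbB, 4.09e-05 for epidermis and 0.629 for thyroid hormone response. Without pair 4 and with an estimated correlation it was 0.808 for limb genes and oocyte maturation, 0.865 for proteasome, 0.29 for DNA replication and the mitotic list, 0.71 for cholesterol synthesis and 0.841 for muscle, and with reversed direction 0.808 for core Hedgehog, cartilage, epidermal and thyroid hormone response genes, 0.865 for ErbB and 0.841 for glutathione. With a clutch block epidermis reversed at 0.984. As deposited, protein export had 0.0173 and stress reversed at 0.831; with medians subtracted, basal transcription factors had 0.0223 and protein export 0.0192. The log2 fold change of gli2.S reversed to 0.0457 as deposited and 0.0122 with medians subtracted.

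Without single arrays, the log2 fold change ranged from −0.101 to 0.408 for abcb1.L, −0.223 to 0.349 for birc5.S, −0.402 to 0.103 for cd74.S, −0.0859 to 0.396 for dsp.L, −0.00182 to 0.144 for ercc3.L, −0.455 to 0.0404 for gli2.L, −0.129 to 0.152 for gli2.S, −0.0155 to 0.497 for gli3.L, −0.718 to 0.0459 for matn4.L, −0.372 to 0.00127 for mpo.L, −0.00227 to 0.0847 for sec62.S, −0.262 to 0.216 for smo.L, −0.0359 to 0.101 for smo.S, −0.78 to 0.156 for sqor.S and −0.19 to 0.0751 for stard4.L. Epidermal genes were lower without cyclopamine array 2 (camera of limma, adjusted p = 0.0342) and higher without cyclopamine array 4 (0.00811). The adjusted p of the shift ranged from 0.00171 to 0.449 for limb genes, 2.94e-06 to 0.245 for proteasome, 4.86e-07 to 0.234 for muscle and 0.0128 to 0.415 for protein export, in the same direction throughout. With a direction that reversed without at least 1 array, it ranged from 0.0146 to 0.74 for cartilage, 0.0328 to 0.997 for endothelium and 0.00811 to 0.99 for epidermis. It ranged from 0.428 to 0.99 for ABC transporters, 0.21 to 0.879 for drug metabolism by cytochrome P450, 0.38 to 0.879 for that by other enzymes, 0.458 to 0.958 for ErbB, 0.103 to 0.895 for glutathione, 0.726 to 0.905 for stress, 0.446 to 0.988 for core Hedgehog genes, 0.458 to 0.964 for the Hedgehog pathway, 0.655 to 0.907 for Jak-STAT, 0.38 to 0.841 for MAPK, 0.38 to 0.895 for thyroid hormone response and 0.134 to 0.958 for white blood cells, with a direction that reversed without at least 1 array. The exact p of the score ranged from 0.0286 to 0.0571 for DNA replication, 0.0286 to 0.4 for core Hedgehog genes, 0.0286 to 0.286 for limb genes and 0.0286 to 0.0857 for oocyte maturation.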

Differences from the paper's values

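Every alternative named here was set before the data were examined. The P-values of the pathway score without network weights were compared for 19 pathways, 11 from Table 6 and 8 from Additional data file 4. The members of each pathway used here are not the paper's, and 16 of the 19 P-values differ from the paper's by more than 1.5 times. For DNA replication the paper's P-value is 0.011 and that found here 0.0286, the smallest that 70 assignments allow. For oocyte maturation the paper's is 0.087 and that found here 0.0286. Labels swapped within pairs, or leaving out ethanol array 4 or cyclopamine array 4, brought the value within 1.5 times of the paper's. The other alternatives did not. With labels swapped within pairs the value was 0.125, the smallest that this test allows, so that its nearness to the paper's follows from that limit. For the ribosome the paper's is 0.045 against 0.229 here, within 1.5 times only with labels permuted within clutches. The smallest p of that permutation is 0.0556, and no other p it can give lies within 1.5 times of 0.045. For inositol phosphate metabolism the paper's is 0.086 against 0.629 here, within 1.5 times only with the absolute mean of t as the statistic. The same held for Hedgehog signaling, where the paper's is 0.877 against 0.229 here.

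The paper's P-value is 0.016 for glutathione metabolism against 0.229 here, and 0.023 for glycerolipid metabolism against 0.629 here. It is 0.072 for protein export against 0.314 here, and 0.089 for calcium signaling against 0.6 here. The paper's value is 0.057 both for drug metabolism by cytochrome P450 and for that by other enzymes, against 0.257 and 0.371 here. For ErbB signaling the paper's is 0.067 against 0.771 here, and for sulfur metabolism 0.128 against 0.657 here. For these 8 pathways, and for DNA replication, none of the 18 alternatives came within 1.5 times. For DNA replication and glutathione metabolism none could, since the smallest P-value that any of them allows, 0.0286, is already more than 1.5 times the paper's. For MAPK signaling the paper's is 0.993 against 0.486 here, within 1.5 times without ethanol array 2 or cyclopamine array 3 and not otherwise. For Jak-STAT signaling the paper's is 0.739 against 0.486 here. It was within 1.5 times under 9 alternatives: labels swapped within pairs, the absolute mean of t, the moderated t, the linear scale, each probe set kept apart, the brightest probe set, and leaving out ethanol array 2 or 3 or cyclopamine array 1. For retinol metabolism the paper's is 0.348 against 0.171 here. It was within 1.5 times under 7 alternatives: labels swapped within pairs, the absolute mean of t, the dimmest 33.3% left out, and leaving out ethanol array 1, 2 or 4 or cyclopamine array 4. The remaining alternatives did not bring these 2 within 1.5 times.

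The paper's values are taken from the rows as printed. The column of SEPEA_NT2* in Additional data file 4 may be offset by 1 row, with a rank correlation with SEPEA_NT2 of 0.886 at that offset, so that the paper's values above may belong to other pathways. Moved by 1 row, the paper's value would be 0.465 for DNA replication and 0.44 for oocyte maturation. It would be 0.067 for MAPK signaling, 0.072 for the proteasome, 0.579 for Hedgehog signaling and 0.006 for sulfur metabolism. This comparison was chosen after the values were seen.

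Of the P-values of the paper, 3 of 10 in Table 5 and 4 of 12 in Table 6 are below 0.0286, and the lowest are the paper's 0.01 and 0.006. Below 1 of 70 lie 1 and 2 of them. The paper estimated its P-values from random assignments, so that values near a limit may fall below it by sampling. The size of that error was not computed here.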

Other observations

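The comparison of the columns of Additional data file 4 and that of its values with the scores found here were chosen after the results were seen.

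Among genes the paper does not discuss, the median of those of cholesterol synthesis was higher after cyclopamine in 4 of 4 pairs. Of the 7 measured genes, 6 were higher in each pair. Of 7 measured genes, 5 were higher at an unadjusted p under 0.05, none passed in limma over all genes, and 5 rose when adjusted over the list alone. These were hmgcs1.L, fdps.S and idi1.L of the mevalonate pathway, and cyp51a1.L and dhcr7.S of the later sterol steps, with log2 fold changes of 1.09 and 0.35. With the pair as a block 5 rose too, without dhcr7.S (0.0527). The sterol transfer gene stard4.L was at the floor on 2 of 4 ethanol and 3 of 4 cyclopamine arrays. The median was 0.68, 0.59, 1.33 and 0.75 in pairs 1 to 4. The exact permutation p of the score was 0.0286, the smallest possible, and 0.229 after Benjamini-Hochberg adjustment over 32 lists. With labels swapped within pairs, the exact p was 0.125, the smallest possible there. Camera of limma gave an adjusted p of 5.33e-09 with the preset correlation, and the adjusted p was 0.229 with an estimated correlation.

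Of 50 genes of the mitotic cell cycle, 23 were lower and none higher at an unadjusted p under 0.05, and 35 were lower in 4 of 4 pairs. None passed in limma over all genes, and 7 fell when adjusted over the list alone: nusap1.S, racgap1.L, ccna2.S, cdk2.S, the replication licensing gene cdt1.L (−0.39), the ubiquitin-conjugating gene ube2c.L (−0.38) and the mitotic kinase gene plk1.S (−0.39). With the pair as a block 11 fell, without ube2c.L (0.0567). The exact permutation p of the score was 0.0286, and 0.229 after the same adjustment over 32 lists. With labels swapped within pairs, the exact p was 0.125, the smallest possible there. Camera of limma gave an adjusted p of 3.82e-20 with the preset correlation, and the adjusted p was 0.112 with an estimated correlation. Fry, which does not compare the list with other genes, gave an unadjusted p of 0.000525 without a block. On cyclopamine array 4, the mean of cartilage genes was 9.62 and that of the mitotic list 8.31, against 8.36 to 8.46 for the latter on the other cyclopamine arrays.

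Of 28 stress genes, hmox1.S (0.75), sqstm1.L (0.71), ddit4.S (0.52) and hspd1.L (0.33) had higher values, and the endoplasmic reticulum chaperone genes hspa5.S and hsp90b1.S (−0.26) lower values, at an unadjusted p under 0.05. None passed in limma over all genes or adjusted over the list alone, and with the pair as a block sqstm1.L passed over the list alone (0.0105). The exact permutation p of the score was 0.0857, and the median (−0.04) and the direction of camera (higher, adjusted p = 0.950) differ in sign. Of 16 thyroid hormone response genes, lmnb3.L had a log2 fold change of 0.46 and prmt1.S one of −0.39, and the exact p was 0.257 (median 0.07). For 12 genes of sulfur metabolism the exact p was 0.657 (median 0.08), with none at an unadjusted p under 0.05.

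In Additional data file 4, the column of SEPEA_NT2* may be offset by 1 row against the other columns. Over 136 pathways, which are not independent, its rank correlation with SEPEA_NT2 was 0.125 in the same rows and 0.886 at an offset of 1 row, with at most 0.294 at any other offset. Leaving out the network as the only reason is argued against, since SEPEA_NT1 and SEPEA_NT1*, which differ in the same way, had a rank correlation of 0.868 in the same rows. Of 5 pathways at 1 in the other columns, the column was at 1 in the next row for 5 and in the same row for 1. With SEPEA_NT1* the rank correlation of the column was 0.161 in the same rows and 0.978 at an offset of 1 row. At any other offset it was at most 0.248. The column of SEPEA_NT2* is thus out of step with SEPEA_NT2 and SEPEA_NT1*. An offset between columns alone does not show which of them carries the right labels. Over 19 pathways, the scores found here had a rank correlation of 0.25 with the column as printed (permutation p = 0.298) and −0.385 with the column moved (permutation p = 0.105). With SEPEA_NT2 it was −0.318 (permutation p = 0.184), so that no correlation passed and the scores found here do not bear on the labels.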
